# Transcriptomic analysis of the trade-off between endurance and burst-performance in the frog *Xenopus allofraseri*

**DOI:** 10.1186/s12864-021-07517-1

**Published:** 2021-03-23

**Authors:** Valérie Ducret, Adam J. Richards, Mathieu Videlier, Thibault Scalvenzi, Karen A. Moore, Konrad Paszkiewicz, Camille Bonneaud, Nicolas Pollet, Anthony Herrel

**Keywords:** Anura, Limb, Muscle, Myosin, RNA-sequencing, Stamina

## Abstract

**Background:**

Variation in locomotor capacity among animals often reflects adaptations to different environments. Despite evidence that physical performance is heritable, the molecular basis of locomotor performance and performance trade-offs remains poorly understood. In this study we identify the genes, signaling pathways, and regulatory processes possibly responsible for the trade-off between burst performance and endurance observed in *Xenopus allofraseri*, using a transcriptomic approach.

**Results:**

We obtained a total of about 121 million paired-end reads from Illumina RNA sequencing and analyzed 218,541 transcripts obtained from a de novo assembly. We identified 109 transcripts with a significant differential expression between endurant and burst performant individuals (FDR ≤ 0.05 and logFC ≥2), and blast searches resulted in 103 protein-coding genes. We found major differences between endurant and burst-performant individuals in the expression of genes involved in the polymerization and ATPase activity of actin filaments, cellular trafficking, proteoglycans and extracellular proteins secreted, lipid metabolism, mitochondrial activity and regulators of signaling cascades. Remarkably, we revealed transcript isoforms of key genes with functions in metabolism, apoptosis, nuclear export and as a transcriptional corepressor, expressed in either burst-performant or endurant individuals. Lastly, we find two up-regulated transcripts in burst-performant individuals that correspond to the expression of myosin-binding protein C fast-type (*mybpc2*). This suggests the presence of *mybpc2* homoeologs and may have been favored by selection to permit fast and powerful locomotion.

**Conclusion:**

These results suggest that the differential expression of genes belonging to the pathways of calcium signaling, endoplasmic reticulum stress responses and striated muscle contraction, in addition to the use of alternative splicing and effectors of cellular activity underlie locomotor performance trade-offs. Ultimately, our transcriptomic analysis offers new perspectives for future analyses of the role of single nucleotide variants, homoeology and alternative splicing in the evolution of locomotor performance trade-offs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07517-1.

## Background

Locomotor performance has a strong impact on the survival and reproduction of many organisms [1–3]. Burst performance is often most relevant in the context of prey capture and predator escape, whereas endurance is relevant in the context of territory defense, dispersal, or migration. Yet, the evolution of locomotor performance can be constrained if performance traits are involved in traded-offs, as often observed between burst performance and endurance capacity in vertebrates [4–9]. Conflicting demands on muscles to express either fast-twitch glycolytic fibers that facilitate burst performance or slow-twitch oxidative muscle fibers that enhance stamina may explain in part this performance trade-off [10–13]. Although the physiological basis of this performance trade-off has been documented, how it is governed at the gene expression level remains poorly understood. Uncovering the molecular basis and biological pathways underlying performance trade-offs is therefore essential for understanding the adaptive evolution of these traits.

Because locomotor performance is heritable [14–16], efforts have been made to explain differences in physical performance by variation in coding DNA in humans [17–19], racing pigeons [20], mice [21], horses [22] and dogs [23]. While those studies highlighted a remarkable number of genetic variants associated with variation in physical performance, they provide little insight into the potential processes underlying performance trade-offs. Altogether, the myriad of genetic variants with little phenotypic effects has led to the consensus that physical performance is a polygenic trait that is governed by features such as transcriptional regulation. Recently, microRNAs have been found to regulate the expression of target genes in skeletal muscle [24, 25], as well as target genes involved in muscle cell proliferation, differentiation, motility and regeneration [26]. In humans, a transcriptional map established after endurance exercise training highlighted an important regulation of gene expression to increase aerobic capacity [27]. Although a few transcriptomic analyses have been performed in the context of physical performance [20, 27, 28], none have tried to understand the factors underlying performance trade-offs.

In this study, we analyzed the transcriptomes of eight adult *Xenopus allofraseri* males from a single population that show a marked trade-off between endurance and burst-performance capacity. We performed a RNA-seq analysis of genes expressed in limb muscle that allowed us to highlight the genes, signaling pathways, and regulatory processes such as alternative splicing likely underlying this locomotor performance trade-off.

## Results and discussion

### Raw sequencing data, de novo assembly and quality control

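RNA from the knee extensors of 8 adult *Xenopus allofraseri* males was sequenced in paired ends, with 1 library per frog. Frogs A, D, E and G formed the endurant group and frogs B, C, F and H the burst-performant group (n = 4 each). The authors assembled the reads of all frogs de novo with Trinity and deposited, for each frog, the table that Kallisto wrote against that assembly, with the length, effective length, estimated count and TPM (transcripts per 1000000) of every transcript. An estimated count is a number of read pairs. A read pair that matched several similar transcripts was shared among them by Kallisto, so that estimated counts need not be whole and the split between transcripts of 1 gene is itself an estimate. The estimated counts summed to 79538420 over the 8 frogs. They ranged from 4715751 to 17359253 per frog in the endurant group, with a median of 8654586, and from 4449192 to 13611485 in the burst-performant group, with a median of 11046783.5. Every pair of libraries within a group differed by far more than the sampling noise (chi-square of 30.0 to 76.3 per degree of freedom over transcripts), so that each library was counted as 1 replicate. For the comparisons of both groups, estimated counts were rounded to whole numbers, scaled by edgeR's TMM method and expressed as CPM (counts per 1000000). The 55631 transcripts with a CPM above 1 in at least 2 frogs were tested with edgeR's quasi-likelihood test, at the FDR of 0.05 and the log2 fold change of 2 that the paper states. Counts were also summed over the transcripts of each Trinity gene, which share a name up to the isoform number. A count that rounds to 0 is given as 0. Where every frog of a group was at 0, the fold compares the counts pooled over each group, divided by the pooled depth, and not the printed means, as a lower bound against a floor of 3 counts over that group, and ratios of pooled counts against 1 to 3 counts are given with an exact 95% counting interval. Exact permutation tests of single transcripts and gene totals compare mean log2(CPM + 1) and are 2-sided. A standard error given with a log2 fold change was derived from the quasi-likelihood test. It is the absolute log2 fold change divided by the square root of the F statistic. Floors and intervals cover counting error only, since read pairs without molecular identifiers are not independent molecules.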

We obtained a total of about 121 million paired-end reads using Illumina RNA sequencing. After trimming and quality filtering, biological replicates produced between 5.2 and 28 million paired-end reads (Table 1). 

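The paired-end reads that Table 1 of the paper gives after trimming and the estimated counts behind the values used here were not proportional across frogs. In 6 frogs the estimated counts came to between 81.6% and 84.1% of the paper's number of reads. In frog C they came to 9120121, or 32.0% of the paper's 28509462 reads, and in frog D to 4715751, or 33.3% of the paper's 14145979. Frog C, which has the largest number of reads in Table 1, thus ranked below frogs B, E, F and G in estimated counts. The deepest library, of frog E, held 3.90 times the counts of the shallowest, of frog H. A transcript found at 0 in frog D or H was therefore less firmly absent than a transcript at 0 in frog E.

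**Figure D1:**
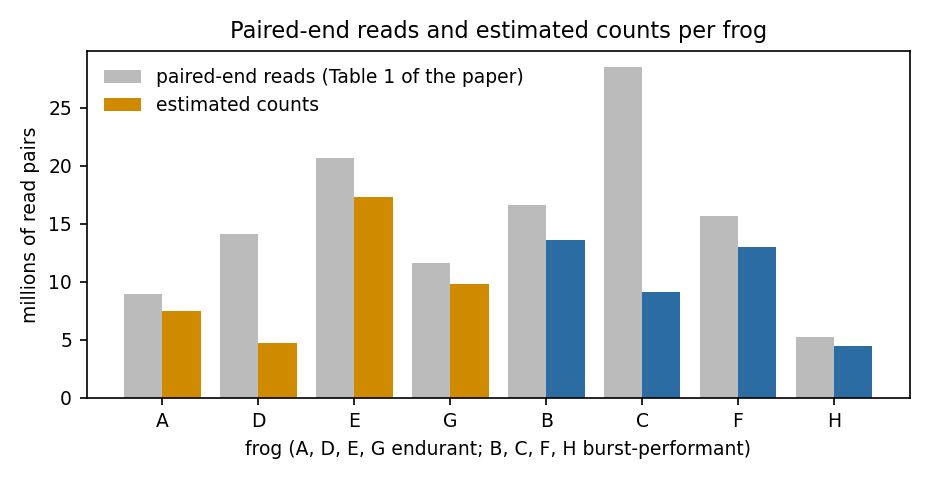
Bars give, for each frog, the paper's number of paired-end reads after trimming (grey) and the sum of its estimated counts (orange for endurant, blue for burst-performant individuals), in units of 1000000 read pairs. Frogs C and D show the widest gap between the grey and the coloured bar, with 32.0% and 33.3% of the reads counted.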

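Estimated counts summed to 39384176 in the endurant and to 40154244 in the burst-performant group. In units of 1000000 read pairs, they averaged 9.85 ± 5.42 per frog (SD, n = 4) in endurant and 10.04 ± 4.22 (SD, n = 4) in burst-performant individuals, a difference smaller than the spread between frogs (2-sided exact permutation test, p = 0.943). The reads listed per frog in Table 1 of the paper sum to 55419851 for the endurant and to 66167572 for the burst-performant individuals (2-sided exact permutation test, p = 0.629).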

The number of reads in each group was well balanced with 5.5 million in the endurant group and 6.6 million in the burst-performant group. The BUSCO analysis resulted in 65.4% gene identification (54.9% completeness and 10.5% of fragmented genes), which is relatively good as only one muscle tissue was sampled. Next, we evaluated the Trinity de novo assemblies by mapping the trimmed reads. We obtained an overall alignment rate of > 97% percent identity and > 89% of reads aligned as proper pairs (Table 1). 

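Each abundance table listed 218541 transcripts, whose names placed them in 163981 Trinity genes. Of these, 142154 had 1 transcript and 21827 had 2 or more. Transcript lengths ran from 224 to 206156 bases, with a median of 378 bases and an N50 of 1106 bases. With the mean TPM over the 8 frogs as the measure of expression, 30147 transcripts made up 90% of the total and had an N50 of 1472 bases. Weighting by summed estimated counts, which favour long transcripts, moved this E90N50 most, to 3264 bases. A total of 5789 transcripts had no count in any frog.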

The de novo assembly consisted of 218,541 transcripts and 163,981 ‘genes’ with an E90N50 value (i.e. the N50 for transcripts that represent 90% of the total normalized expression data) of 1462 pb. These different metrics testify that our transcriptome assemblies were of good quality.

**Table 1:** Summary of quality scores for the sequencing of the eight males *Xenopus allofraseri* (named sample A to H)

Sample	Paired-end reads	Total singleton reads	> = Q30 (%)	Mean quality score
A	8,961,655	17,923,310	94.02	36.42
B	16,672,325	33,344,650	93.97	36.41
C	28,509,462	57,018,924	93.71	36.31
D	14,145,979	28,291,958	94.07	36.44
E	20,664,890	41,329,780	94.19	36.49
F	15,697,497	31,394,994	94.06	36.44
G	11,647,327	23,294,654	94.37	36.54
H	5,288,288	10,576,576	94.00	36.41

Q30: Phred quality scores when probability of incorrect base call is 1 in 1000

### Physical performance

Transcript levels were quantified with respect to endurant and burst performant classifications after measuring four physical performance traits: maximum distance jumped before exhaustion (m), maximum time jumped before exhaustion (s), maximum burst velocity (m.s^− 1^), and maximum burst acceleration (m.s^− 2^) (Table 2). 

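The grouping was taken from the category given for each frog, which the paper derived from these same performance traits, so that a test of the traits between the groups would not be independent of it and its p is not given. In the values of Table 2 of the paper, the distance jumped before exhaustion was 1.10 ± 0.203 m (SD, n = 4) in endurant and 0.564 ± 0.0256 m (SD, n = 4) in burst-performant individuals, and the groups did not overlap. Time to exhaustion was 73.8 ± 16.9 s against 42.0 ± 9.93 s, again without overlap. Maximum velocity was 1.26 ± 0.206 m per s in endurant and 1.71 ± 0.205 m per s in burst-performant individuals. Acceleration, at 47.4 ± 4.79 and 51.9 ± 6.65 m per s squared, differed by less than the spread between frogs. Over all tested transcripts, the Euclidean distance between frogs on log2(CPM + 1) averaged 257.6 for the 16 pairs of frogs from different groups and 256.9 for the 12 pairs from the same group (exact permutation test over the 35 ways to split 8 frogs into 4 and 4, 1-sided p = 0.371). The difference changed sign with a pseudocount of 0.1 CPM, where it was -0.373, and with 1 minus the Spearman correlation or Trinity gene totals.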

The principal component analysis (PCA) followed by the agglomerative hierarchical clustering allowed to clearly segregate individuals into the two groups (burst performant vs. endurant individuals; Fig. 1) confirming the existence of a locomotor trade-off in this species. Maximum distance, maximum time and maximum velocity contributed mainly to the first axis of the PCA (respectively 92.1, 90.5 and 81.3%), whereas maximum acceleration contributed to the second axis (75.3%).

**Table 2:** Individual measures of locomotor performance of the eight males *Xenopus allofraseri* (named sample A to H)

Sample	Category	Velocity (m.s^− 1^)	Acceleration (m.s^− 2^)	Time (s)	Distance (m)
A	Endurant	1.17	54.41	71	1.190
B	Burst-performant	1.67	47.75	46	0.530
C	Burst-performant	1.87	61.83	36	0.590
D	Endurant	1.10	45.17	55	0.840
E	Endurant	1.20	43.80	96	1.310
F	Burst-performant	1.87	49.69	54	0.575
G	Endurant	1.56	46.05	73	1.040
H	Burst-performant	1.44	48.42	32	0.560

**Fig. 1:**
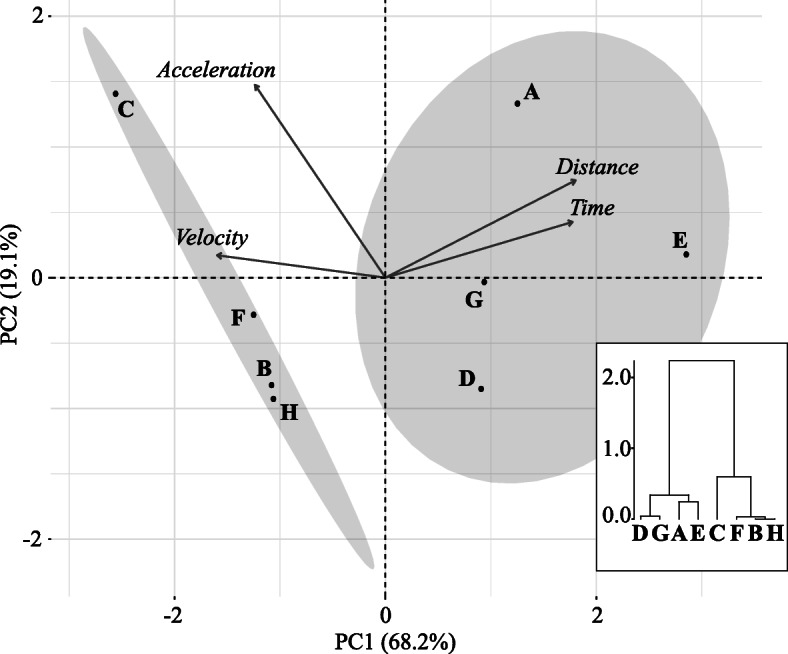
Principal Component Analysis (PCA) and agglomerative hierarchical clustering of the four locomotor performance traits in eight males *Xenopus allofraseri* (named sample A to H): distance (total distance jumped until exhaustion), time (maximum time spent moving until exhaustion), acceleration (maximal instantaneous acceleration during an escape locomotor burst), velocity (maximal instantaneous speed during an escape locomotor burst)

### Phylogenetic analysis

Phylogenetic analysis of the mitogenomes indicated that mitochondrial DNA from the eight *Xenopus* males (Sample A to H, Fig. 2) are closely related and correspond to specimens of the species *Xenopus allofraseri*. These mitochondrial sequences are sister to those of *Xenopus pygmaeus* and markedly diverge from other *Xenopus* species such as *Xenopus laevis* and *Xenopus tropicalis*. Noticeably, the eight *Xenopus allofraseri* males were captured in a geographic range that was not previously reported for this species [29].

**Fig. 2:**
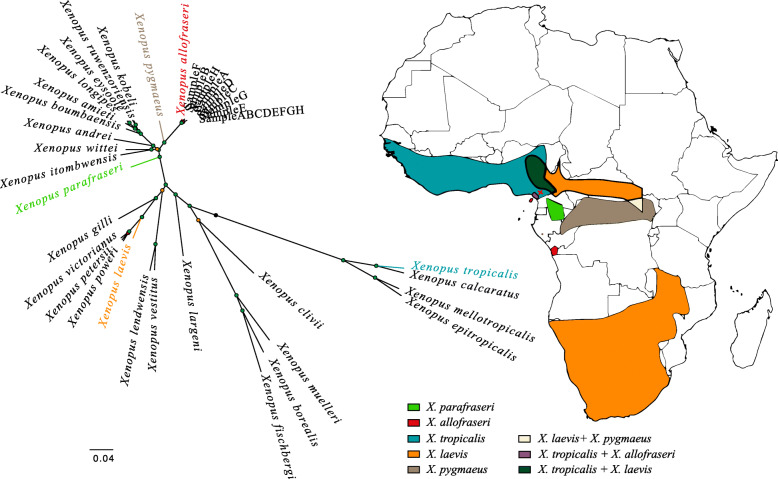
Geographic range of some *Xenopus* species in Africa and maximum-likelihood phylogenetic tree of the eight studied *Xenopus* males captured in Cameroon in 2009 (represented by a red cross). Geographic ranges were downloaded from the IUCN 2020 red list [29] and the map was created with QGIS v.3.14 (https://www.qgis.org/). The unrooted tree shows the phylogeny built with PhyML [30] based on mitogenomes assembled de novo (Sample A to H correspond to the reconstructed mitochondrial sequence based on each individual data whereas Sample ABCDEFGH corresponds to the reconstructed mitochondrial sequence from all individual data combined) and from mitogenomes of other *Xenopus* species previously published (corresponding GenBank accession numbers are presented in Table S2). The phylogenetic tree was designed using Figtree v.1.4.4 (http://tree.bio.ed.ac.uk/software/figtree/). The branch lengths are proportional to the number of substitutions per site with the scale indicated under the tree. The Shimoidara-Hasegawa (SH)-like branch support test is represented by node colors (*p-value* > 0.95 in green, *p-value* > 0.80 in orange, *p-value* < 0.80 in red)

### Differentially expressed transcripts

We identified 109 transcripts with a significant differential expression between endurant and burst performant individuals (Fig. 3). Six of those transcripts yielded no similarities to either the Uniprot or the NCBI databases. 

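At an FDR of 0.05 or less and a log2 fold change of 2 or more, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of the 55631 transcripts, and the smallest adjusted p was 0.306. An unadjusted p under 0.05 was found for 2038 transcripts, or 3.66%. On the same rounded counts, edgeR's exact test with Benjamini-Hochberg adjustment called 109 transcripts, 61 up-regulated in endurant and 48 in burst-performant individuals. DESeq2's Wald test called 153, limma on log2(TPM + 1) called 5, and the exact test on TPM values entered as counts called 4. The number of calls thus depended on the test and its input. In limma the threshold of 2 was applied to differences of log2(TPM + 1), a scale that understates the change of low transcripts.
The 109 transcripts of the exact test had a median of 107 counts over the frogs of the group in which they were higher. In 96 of them all 4 frogs of that group had counts, and in 13 only 3 frogs did. In 78 (71.6%), every frog of the other group was at 0. The values of both groups did not overlap in 94 of the 109, which is no separate evidence, as the 109 were called for a difference between these same frogs. On the log2(CPM + 1) scale, which understates the change of low transcripts, the difference between the group means had a median of 1.76 and ran from 0.95 to 5.29. Without a model, 40 transcripts had at least 5 counts in every frog of 1 group and under 0.5 in every frog of the other, 25 of them in endurant and 15 in burst-performant individuals.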

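Of the transcripts called by the exact test, 6 matched no entry of Table S1, 2 of them up-regulated in endurant and 4 in burst-performant individuals. They had between 43 and 464 counts over the frogs of the higher group, and in 5 of the 6 every frog of the other group was at 0. Their adjusted p was 1.00 for all 6 in edgeR's quasi-likelihood test and lay between 0.00695 and 0.0272 in the exact test, both with Benjamini-Hochberg adjustment.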

The blast searches resulted in 103 protein-coding genes (Table S1) matching either *Xenopus laevis* (*n* = 94) or *Xenopus tropicalis* (*n* = 9) proteins. 

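Table S1 gives the symbol of the best match, log2 fold change and FDR of each entry, and no transcript name. Each of its 103 entries had the log2 fold change at 2 decimals and the FDR at the printed digits of exactly 1 transcript in the exact test, and all 103 were thereby joined to a transcript. Gene symbols given here are those of Table S1, that is, names of *Xenopus laevis* or *Xenopus tropicalis* matches. Of these 103 transcripts, 0 passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while all 103 had passed in the exact test, which the joining fixes, 102 in DESeq2's Wald test, 5 in limma on log2(TPM + 1) and 13 in the quasi-likelihood test on all 211305 transcripts with a count.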

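The 103 joined transcripts carried 97 different symbols and lay in 96 Trinity genes. A total of 11 of them shared 5 symbols, and the transcripts of each of these symbols belonged to 1 Trinity gene. Of the 109 transcripts called by the exact test, 97 belonged to Trinity genes with 2 or more transcripts. In the higher group, these 97 transcripts held a median share of 26.5% of the counts of their gene. Over these transcripts, the total of the Trinity gene differed between the groups by a median of 0.19 on the log2(CPM + 1) scale, in the direction of the transcript. The other 12 called transcripts were alone in their Trinity gene. When totals of Trinity genes were tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 35656, with 1579 at an unadjusted p under 0.05, edgeR's exact test called 45 and DESeq2's Wald test 33. Of the totals of the 102 Trinity genes that held a called transcript, the exact test called 14, among them all 12 of the genes with 1 transcript.

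**Figure D2:**
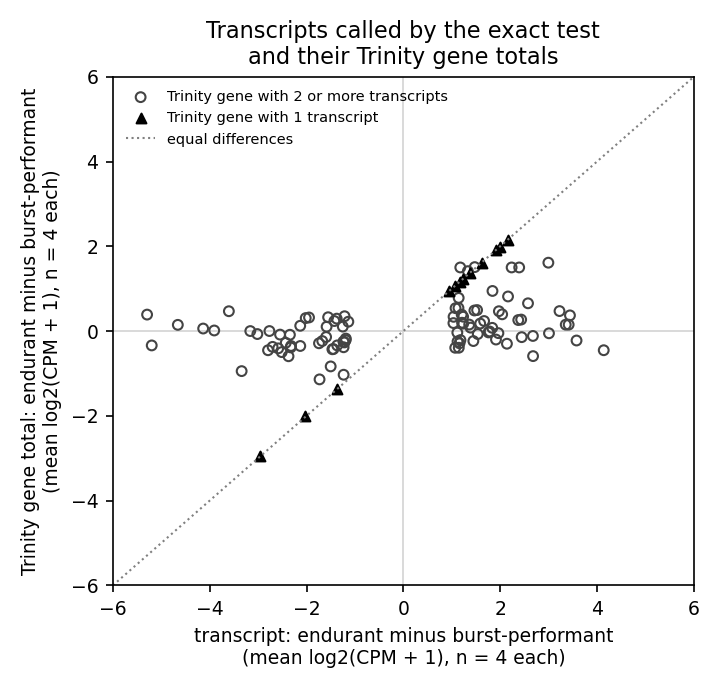
Each point is 1 of the 109 transcripts called by the exact test. The horizontal axis gives the endurant minus burst-performant difference of the transcript's mean log2(CPM + 1), and the vertical axis that of the total of its Trinity gene (4 frogs per group). Open circles, in Trinity genes with 2 or more transcripts, mostly lie near 0 on the vertical axis, with a median of 0.19 in the direction of the transcript, and the 12 filled triangles, in genes with 1 transcript, lie on the dotted line of equal differences.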

Due to alternative splicing, some transcripts blasted to the same gene, therefore we identified 90 unique protein-coding genes. Using the human STRING database, we generated nine networks involving 46 differentially expressed protein-coding genes (Fig. 4).

**Fig. 3:**
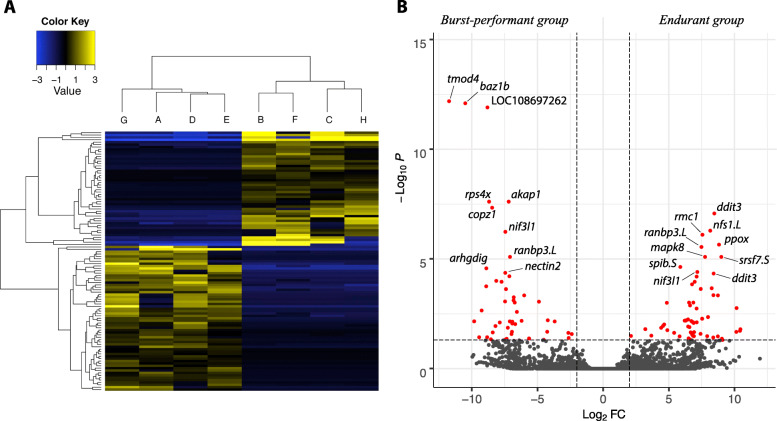
**a** Heatmap representation of the regularized log-transformed counts for the de novo assembly. All transcripts (*n* = 109) shown had significance levels with (FDR) ≤ 0.05. The expression values are plotted in log2 space and mean-centered, and show up- and down-regulated expression as yellow and blue, respectively. **b** Volcano plot of all de novo transcripts and the red data points corresponding to the significantly differentially expressed transcripts. Gene symbol of the top 10 most differentially expressed transcripts in endurant and in burst-performant groups are plotted

**Fig. 4:**
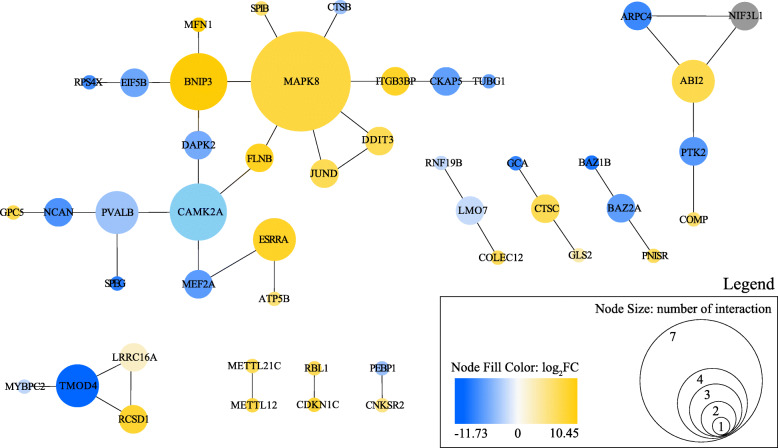
Gene interaction networks that contain 46/109 differentially expressed transcripts between endurant and burst-performant individuals. Differentially expressed transcripts were analyzed using STRING [31] using gene symbols of human orthologous genes for analysis (see the supplementary table to find corresponding *X. allofraseri* annotated transcripts), and visual inspection was finalized using Cytoscape [32]. The node color is based on the log_2_FC of expression data, with negative (blue) and positive (yellow) values representing up-regulated transcript expression in endurant and burst-performant individuals, respectively (grey color correspond to gene with transcript isoforms expressed in both groups). Node size represents the number of interactions with other protein-coding genes and allows to rapidly visualize central genes

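The genes that the text names with a direction, and whose entries in Table S1 could be joined, comprised, together with the transcripts of lowest adjusted p and with LOC108697262, XELAEV_18015425mg and XELAEV_18012847mg, which were added after their values were seen, 43 transcripts in 36 Trinity genes. Their adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 0.306 and 1.00. All 43 had an unadjusted p under 0.05 and all 43 passed the threshold in the exact test, which the joining fixes, and in DESeq2's Wald test. In 36 of the 43 the groups did not overlap, for which the exact permutation test gives p = 0.0286, or 0.0341 adjusted over the list alone. Since the list was chosen on these same frogs, that value is not independent evidence. By the sign of the fitted log2 fold change, totals of the Trinity genes kept the direction of the transcript for 34 of the 43 and had the opposite direction for 9. The total of *mybpc2*, with a fitted value of -0.0419, was counted as keeping it. On the log2(CPM + 1) scale its endurant minus burst-performant difference was 0.147, the opposite direction. The tally of directions was partly fixed, since each total holds the called transcript itself. *LOC108701289*, *fsd2*, *nfs1*, *xicl* and *gls2* have no other transcript in their gene. *nif3l1*, *ranbp3* and the gene of both XELAEV transcripts were called in both directions and had to enter both sides. The tally therefore does not measure agreement between transcripts and genes. Of the transcripts of lowest adjusted p, 2 in each direction, the text does not name *baz1b* (TR69111|c4_g2_i3). It was at 18.0 ± 8.13 CPM in burst-performant individuals and at 0 in every endurant frog, at least 260.4-fold higher by pooled counts (adjusted p = 0.704 in edgeR's quasi-likelihood test and 8.08e-13 in edgeR's exact test, Benjamini-Hochberg adjustment), with a gene total of 31.3 ± 18.6 CPM in endurant and 27.7 ± 6.77 CPM in burst-performant individuals (SD, n = 4).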

We highlighted differentially expressed protein-coding genes involved in the structural organization and functioning of muscle cells, such as actin cytoskeleton and microtubule composition, conformation, mitochondrial activity, and cellular trafficking. Yet, it appears that many of those transcripts have regulatory properties or are effectors of downstream signaling cascades, starting from stimuli in the extracellular matrix and involving cell surface or transmembrane proteins. Consequently, endurant and burst-performant individuals differ in the functional pathways that are initiated by those up-stream effectors.

#### Transmembrane proteins and focal adhesions

Focal adhesion are macromolecular assemblies that play key roles in linking the extracellular matrix to the cytoskeleton [33] and act as important signal transducer [34]. In loading muscle, previous study highlighted the role of focal adhesion kinase (FAK, PTK2 gene) to act as a mediator, and transmit a stress and strain signal by integrins (transmembrane receptors) that activate multiple anti-apoptotic, cell growth pathways [35] and increase muscle mass [36]. Whereas FAK lead to slow twitch muscle generation and to an up-regulation of genes involved in mitochondrial metabolism [37], FAK-related non-kinase (FRNK) - a protein transcribed from the FAT portion of the FAK gene - acts to inhibit FAK in many cell types, including skeletal muscle [38]. In our study, we find *ptk2* and other protein-coding genes (*gca, lmo7*) involved in focal adhesion and the signal transduction cascade through the activation of Rho-GTPases (e.g. RhoG, rac1, cdc42) to be up-regulated in burst-performant individuals. Also, kinectin 1 (*ktn1)*, a receptor for kinesin that accumulates in integrin-based adhesion complexes, is up-regulated in endurant individuals, whereas *mef2a,* a DNA-binding transcription factor of *ktn1,* is up-regulated in burst-performant individuals. 

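The *ptk2* transcript (TR26907|c0_g4_i4, 4159 bases) was at 2.59 ± 1.42 CPM (SD, n = 4) in burst-performant individuals and at 0 in every endurant frog, at least 37.3-fold higher by pooled counts. Its adjusted p was 1.00 in edgeR's quasi-likelihood test and 1.09e-04 in edgeR's exact test, both with Benjamini-Hochberg adjustment. The *gca* transcript (TR55689|c1_g1_i2) had 93, 99 and 49 counts in frogs B, C and H, but 0 in burst-performant frog F and in the endurant frogs, at least 82.4-fold higher by pooled counts (exact permutation test, p = 0.143), with an adjusted p of 1.00 in edgeR's quasi-likelihood test and 0.0369 in the exact test, both with Benjamini-Hochberg adjustment. In contrast, *lmo7* (TR29300|c2_g2_i1) had counts in all 8 frogs. It was at 48.1 ± 15.9 CPM in burst-performant and 9.22 ± 5.06 CPM in endurant individuals, a log2 fold change of -2.38 (standard error 0.46) for endurant against burst-performant, with an adjusted p of 1.00 in edgeR's quasi-likelihood test and 0.0264 in the exact test, both with Benjamini-Hochberg adjustment. Each gene had other transcripts in the assembly. The total of the *gca* gene was 29.4 ± 5.81 CPM in burst-performant and 22.8 ± 6.14 CPM in endurant individuals, and that of *lmo7* 105 ± 5.44 and 101 ± 25.8 CPM (exact permutation tests, p = 0.171 and p = 0.60).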

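Of the 13 *ktn1* transcripts, the exact test called 2 as up-regulated in endurant individuals. The first (TR6296|c4_g1_i1) was at 13.8 ± 9.39 CPM (SD, n = 4) in endurant individuals, and 1 count was found among the burst-performant frogs, in frog H, a ratio of 521 (93.1 to 20609). The second (TR6296|c4_g1_i13) had 230, 111 and 182 counts in frogs A, D and G, 0 in endurant frog E and 0 in every burst-performant frog, at least 170.0-fold higher by pooled counts. Their adjusted p was 0.899 and 1.00 in edgeR's quasi-likelihood test and 2.15e-04 and 0.0188 in edgeR's exact test, all with Benjamini-Hochberg adjustment. Together both made up a small part of the gene, whose total was 243 ± 66.5 CPM in endurant and 220.0 ± 62.7 CPM in burst-performant individuals (exact permutation test, p = 0.60). The *mef2a* transcript (TR50478|c0_g1_i7) was at 2.20 ± 1.24 CPM in burst-performant individuals and at 0 in the endurant frogs, at least 23.2-fold higher by pooled counts (adjusted p = 1.00 in edgeR's quasi-likelihood test and 2.35e-04 in the exact test, Benjamini-Hochberg adjustment).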

Remarkably, kinectin interacts with RhoG to activate rac1 and cdc42 through a microtubule-dependent pathway [39]. Indeed, kinesins are major microtubule motor proteins that have different functional properties depending on the ‘cargo’ (i.e. vesicle) they transport. We found several genes involved in microtubule composition and elongation, such as *tubg1* and *ckap5,* to be up-regulated in burst-performant individuals. Those genes interact with a centromere protein R-like (an ortholog of *ITGB3BP*) that is up-regulated in endurant individuals (Fig. 4).

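The *tubg1* transcript (TR28216|c7_g1_i1, 689 bases) had 37, 11, 7 and 4 counts in burst-performant frogs B, C, F and H and 0 in every endurant frog, at least 20.2-fold higher by pooled counts. Its adjusted p was 1.00 in edgeR's quasi-likelihood test and 0.00872 in edgeR's exact test, both with Benjamini-Hochberg adjustment. Summed over the 4 transcripts of the Trinity gene, burst-performant individuals were at 3.05 ± 0.679 CPM (SD, n = 4) and endurant individuals at 2.35 ± 0.452 CPM (exact permutation test, p = 0.20). No entry of Table S1 carries the symbol *ckap5*, which was not analysed here.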

Furthermore, we found a differential expression of several protein-coding genes related to cellular trafficking and the Golgi apparatus. This central organelle system of the secretory pathway biosynthesizes proteoglycans [40]. It is also an important center for the formation of microtubules for its own functioning, also called ‘MTOC’ [41]. We found RhoGDI-3 (*arhgdig*) to be up-regulated in burst-performant individuals and it targets RhoG from the Golgi apparatus to be activated locally [42]. 

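The *arhgdig* transcript (TR72947|c2_g1_i4) was at 5.99 ± 4.72 CPM (SD, n = 4) in burst-performant individuals, with 50.9% of that sum in frog H, and at 0 in every endurant frog, at least 66.0-fold higher by pooled counts. The adjusted p was 1.00 in edgeR's quasi-likelihood test and 2.65e-05 in edgeR's exact test, both with Benjamini-Hochberg adjustment. The total of its Trinity gene, 29.0 ± 9.45 CPM in burst-performant and 26.7 ± 5.26 CPM in endurant individuals, differed by less than the spread between frogs (exact permutation test, p = 0.743).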

Interestingly, *arafgap1,* which codes for a GTPase-activating protein involved in membrane trafficking and vesicle transport from the Golgi complex, is up-regulated in endurant individuals. Yet, *arafgap1* interacts with *copz1* (Fig. 4), which codes for a coatomer (i.e., a protein complex that associates with Golgi coated vesicles and mediate transport from the endoplasmic reticulum). This protein-coding gene is up-regulated in burst-performant individuals, as well as *rab12* and *grasp,* which both play a role in intracellular trafficking. 

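In Table S1 the gene is written *arfgap1.S*. Its called transcript (TR85784|c7_g1_i3, 643 bases) had 12, 5, 18 and 11 counts in endurant frogs A, D, E and G and 0 in every burst-performant frog, at least 15.0-fold higher by pooled counts (adjusted p = 1.00 in edgeR's quasi-likelihood test and 9.67e-04 in edgeR's exact test, Benjamini-Hochberg adjustment). The Trinity gene as a whole went the other way, with 2.28 ± 0.887 CPM (SD, n = 4) in endurant and 2.85 ± 0.852 CPM in burst-performant individuals (exact permutation test, p = 0.371).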

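The *copz1* transcript (TR40138|c1_g1_i3) was at 4.32 ± 1.44 CPM (SD, n = 4) in burst-performant individuals and at 0 in every endurant frog, at least 63.9-fold higher by pooled counts, with an adjusted p of 0.759 in edgeR's quasi-likelihood test and 4.56e-08 in edgeR's exact test, both with Benjamini-Hochberg adjustment. The total of its gene was also higher in all burst-performant frogs, at 7.83 ± 1.30 against 5.00 ± 1.63 CPM (exact permutation test, p = 0.0286). Both called transcripts of *rab12* belong to 1 Trinity gene. The first (TR20608|c2_g1_i3) had 120, 107 and 24 counts in frogs B, F and H, and 0 in burst-performant frog C and in every endurant frog. The second (TR20608|c2_g1_i1) was at 4.02 ± 2.71 CPM in burst-performant individuals, against 2 counts in the endurant group, both in frog G, a ratio of 100.5 (27.4 to 836). In this order, their adjusted p was 1.00 for both in edgeR's quasi-likelihood test and 0.0369 and 4.54e-04 in the exact test, all with Benjamini-Hochberg adjustment. As a total, *rab12* was at 17.1 ± 4.21 CPM in burst-performant and 13.7 ± 5.85 CPM in endurant individuals (exact permutation test, p = 0.314).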

We emit the hypothesis that endurant and burst-performant individuals differ in a range of downstream effectors, transcription regulators, molecules involved in cellular trafficking and microtubule activity in order to biosynthesize distinct extracellular matrix molecules and cell surface proteins, such as proteoglycans in the Golgi apparatus.

#### Extracellular matrix and proteoglycans

The extracellular matrix (ECM) is a primary macrostructure composed of several molecules such as collagen, hyaluronan, proteoglycans and glycoproteins that assemble into an organized meshwork [31, 43]. Proteoglycans for instance have diverse and essential roles in matrix remodeling and can act as receptors or co-receptors to affect signaling pathways but also to initiate and modulate signal transduction cascades independently of other receptors [44, 45]. In this study, we highlighted the up-regulation of genes coding members of two large groups of proteoglycans: neurocan (*ncan*), a chondroitin sulfate proteoglycan that is up-regulated in burst-performant individuals, and glypican (*gpc5*), a heparan sulfate proteoglycan that is up-regulated in endurant individuals. In addition, we found an up-regulation of a cartilage oligomeric matrix protein-like (*comp)* in endurant individuals that has the molecular functions to bind calcium, heparin or proteoglycans. Therefore, it is plausible that endurant and burst-performant individuals differ in the proteoglycans and other extracellular proteins synthesized because their diversity and properties make them advantageous for powerful bursts of speed or long-duration exercise.

Chondroitin sulfates that partly compose aggrecan are able to absorb shocks by binding and releasing water content during compression in cartilaginous tissues, tendons, or ligaments [46, 47] which can protect against injury during short and powerful physical performance. In addition, it has been shown that glypican-1 is able to enhance growth factor activity and is therefore used in therapeutic treatment to create new vasculature and restore blood flow in ischemic tissues [48]. Therefore, there could be a link between *gpc5* and the positive relationship between endurance training and capillary densities [49], which may be beneficial for transporting oxygen to muscle [50]. Interestingly, we also found *ppox*, which codes for an essential component of hemoglobin and myoglobin, and *spib*, a hematopoietic transcription factor, to be up-regulated in endurant individuals. 

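The *ppox* transcript (TR56919|c0_g1_i2) was at 5.66 ± 3.48 CPM (SD, n = 4) in endurant individuals and at 0 in every burst-performant frog, at least 85.2-fold higher by pooled counts, with an adjusted p of 0.899 in edgeR's quasi-likelihood test and 2.21e-06 in edgeR's exact test, both with Benjamini-Hochberg adjustment. The total of its gene was 9.36 ± 4.45 CPM in endurant and 5.35 ± 1.90 CPM in burst-performant individuals (exact permutation test, p = 0.229). The *spib* transcript (TR27424|c8_g1_i2) was at 12.7 ± 2.14 CPM in endurant individuals, and 10 counts were found in burst-performant frog F and none in frogs B, C and H. Its log2 fold change was 5.89 (standard error 1.13), and all counts on the lower side came from frog F (adjusted p = 1.00 in edgeR's quasi-likelihood test and 2.29e-05 in the exact test, Benjamini-Hochberg adjustment). The sum over the 3 transcripts of *spib* was 14.3 ± 2.93 CPM in endurant and 17.36 ± 6.29 CPM in burst-performant individuals (exact permutation test, p = 0.486).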

The coupling of increased blood oxygenation and muscle microvasculature is expected to render the aerobic pathway used during prolonged exercise more efficient. Finally, the study of Mao and colleagues [51] suggests that *spib* could be phosphorylated and activated by mitogen-activated protein kinase 8 (*mapk8)*, which is also up-regulated in endurant individuals, and is part of a vast network comprising numerous genes involved in lipid metabolism, mitochondrial activity, and stress responses.

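The called *mapk8* transcript (TR1677|c2_g1_i7) was 1 of 10 of its Trinity gene. It was at 2.70 ± 1.14 CPM (SD, n = 4) in endurant individuals and at 0 in every burst-performant frog, at least 34.8-fold higher by pooled counts (adjusted p = 0.899 in edgeR's quasi-likelihood test and 8.01e-06 in edgeR's exact test, Benjamini-Hochberg adjustment). It held 9.13% of the counts of the gene in endurant individuals. The gene total was 29.2 ± 3.23 CPM in endurant and 27.7 ± 3.61 CPM in burst-performant individuals, a difference within the range of the frogs (exact permutation test, p = 0.571).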

#### Lipid metabolism, mitochondrial activity and stress response

Almost all differentially expressed transcripts related to lipid metabolism, energy production, mitochondrial activity (*mfn1, esrra, atp5b, dgat2, gls2, nfs1)* are up-regulated in endurant individuals compared to burst-performant individuals. Yet, one protein-coding gene, a A-kinase anchor protein 1 (*akap1*), has 2 transcript isoforms, one being up-regulated in burst-performant and one in endurant individuals. Those splice variants are proteins found in the mitochondria transmembrane, but at different position (position 7–26 and 42–61 in burst-performant and endurant individuals, respectively). 

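The *mfn1* transcript (TR28309|c4_g2_i6, 3611 bases) had 126, 300 and 268 counts in frogs D, E and G, but 0 in endurant frog A, as in every burst-performant frog, so that the exact permutation test gave p = 0.143. Its adjusted p was 1.00 in edgeR's quasi-likelihood test and 0.0159 in edgeR's exact test, both with Benjamini-Hochberg adjustment. The total of the *mfn1* gene was 44.4 ± 5.93 CPM (SD, n = 4) in endurant and 34.7 ± 9.09 CPM in burst-performant individuals (exact permutation test, p = 0.114). The *gls2* transcript (TR72851|c0_g1_i1, 345 bases) was the only one of its Trinity gene. It was at 1.51 ± 0.367 CPM in endurant and 0.115 ± 0.0968 CPM in burst-performant individuals, a log2 fold change of 3.30 (standard error 0.73), with an adjusted p of 1.00 in edgeR's quasi-likelihood test and 0.0157 in the exact test, both with Benjamini-Hochberg adjustment. Likewise alone in its Trinity gene, *nfs1* (TR65916|c4_g1_i1, 384 bases) was at 3.58 ± 1.33 CPM in endurant individuals and at 0 in every burst-performant frog, at least 47.5-fold higher by pooled counts. Its adjusted p of 0.803 in edgeR's quasi-likelihood test was among the lowest of the transcripts up-regulated in endurant individuals (5.09e-07 in the exact test, both with Benjamini-Hochberg adjustment).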

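No entry of Table S1 carries the symbol *akap1*. The point that Fig. 3B labels *akap1* lies at the fold change and FDR that Table S1 gives for XELAEV_18015425mg, joined here to TR84007|c4_g3_i10. A second transcript of the same Trinity gene, XELAEV_18012847mg (TR84007|c4_g3_i2), was called in the opposite direction. Both were chosen after their values were seen. The first was at 12.9 ± 5.37 CPM (SD, n = 4) in burst-performant individuals, and the endurant group had 3 counts, all in frog G, a ratio of 161 (54.7 to 783). The second was at 5.28 ± 3.41 CPM in endurant and 0.502 ± 0.489 CPM in burst-performant individuals, a log2 fold change of 3.61 (standard error 0.74). For this pair of transcripts the adjusted p was 0.780 and 1.00 in edgeR's quasi-likelihood test and 2.47e-08 and 0.0312 in edgeR's exact test, all with Benjamini-Hochberg adjustment. The sum over the 11 transcripts of the gene was 72.7 ± 21.3 CPM in endurant and 52.5 ± 15.3 CPM in burst-performant individuals (exact permutation test, p = 0.229).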

The A-kinase anchor protein 1 binds to different regulatory subunits of protein kinase A (PKA) that has regulatory properties in lipid, sugar, and glycogen metabolism. 

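The transcript joined to *fsd2* (TR13106|c0_g1_i1, 525 bases) was the only one of its Trinity gene. It had 84, 46 and 60 counts in burst-performant frogs B, C and F, and 0 in frog H and in every endurant frog. Over the group this is at least 64.9-fold higher by pooled counts, but since frog H overlaps with the endurant frogs, the exact permutation test gave p = 0.143. The adjusted p was 1.00 in edgeR's quasi-likelihood test and 0.0222 in edgeR's exact test, both with Benjamini-Hochberg adjustment.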

Interestingly, we found an up-regulation of *fsd2* in burst-performant individuals, which is an important paralog of *CMYA5* that mediates subcellular compartmentation of protein kinase A and may attenuate the ability of calcineurin to induce a slow-fiber gene program in muscle [52]. Thus, we suggest that alternative splicing of *akap1,* in association with other mitochondrial or cytoplasmic genes, is a mechanism enabling the shift between different types of metabolism in endurant and burst-performant individuals.

Furthermore, our results are consistent with the fact that endurant individuals rely preferentially on lipid metabolism, because oxidative phosphorylation of fatty acids in muscle mitochondria produces a high yield of ATP, necessary for prolonged contraction of muscle fibers [53, 54]. On the contrary, individuals excelling at burst performance may rely mostly on anaerobic glycolysis in the cytosol (fast rate but low yield of ATP) [55]. In this context, we found diacylglycerol acyltransferase 2 (*dgat2*) to be up-regulated in endurant individuals. This endoplasmic reticulum enzyme catalyzes the final step in triglyceride synthesis and is part of the glycerolipid metabolism [56]. In addition, we found an up-regulation of *atp5b,* a mitochondrial ATP synthase subunit, by the estrogen-related receptor α (ERRα, coded by *esrra*) that regulates the transcription of metabolic genes and has a role in oxidative metabolism (Fig. 4) [57, 58]. 

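The *dgat2* transcript (TR9921|c0_g1_i1, 405 bases) had 16, 1, 41 and 24 counts in endurant frogs A, D, E and G and 0 in every burst-performant frog, at least 26.7-fold higher by pooled counts. Its adjusted p was 1.00 in edgeR's quasi-likelihood test and 0.00766 in edgeR's exact test, both with Benjamini-Hochberg adjustment. With its sister transcript, the gene summed to 1.94 ± 1.30 CPM (SD, n = 4) in endurant individuals and to 0 in the burst-performant individuals, so that here the gene total differed in the same way as the transcript.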

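In Table S1 *atp5b* is listed as *atp5f1b*. The called transcript (TR14913|c4_g2_i3) was at 2.42 ± 1.71 CPM (SD, n = 4) in endurant individuals, and the burst-performant group had 2 counts, in frog F, a ratio of 59.5 (16.1 to 497). It held 0.125% of the counts of its Trinity gene. The gene total was 2399 ± 569 CPM in endurant and 1674 ± 218 CPM in burst-performant individuals (exact permutation test, p = 0.0571). The *esrra* transcript (TR38030|c4_g1_i7) had 63, 49 and 117 counts in frogs A, E and G, with 50.2% of the group's summed CPM in frog G, and 0 in endurant frog D and in every burst-performant frog. For this pair the adjusted p was 1.00 for both in edgeR's quasi-likelihood test and 0.0232 and 0.0337 in edgeR's exact test, all with Benjamini-Hochberg adjustment. The *esrra* gene summed to 31.1 ± 8.32 CPM in endurant and 21.3 ± 18.6 CPM in burst-performant individuals (exact permutation test, p = 0.20).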

ERRα has been found to be under control of myocyte enhancer factor 2 (MEF2) [59], a transcription factor that belongs to the MADS-box superfamily and that activates numerous muscle specific, growth factor-induced and stress-induced genes [60, 61]. Yet, we found a transcript that matches the mRNA of myocyte enhancer factor 2A L homoeolog of *Xenopus laevis* (*mef2a*) to be up-regulated in burst-performant individuals. This transcript has a non-synonymous mutation in the coding part of the MADS-box protein domain (Arg4Lys) which is responsible for DNA recognition and cofactor interaction. Therefore, it is not clear if the *mef2a* transcript of our study negatively regulates *esrra* (and also *ktn1*) expression or if it activates another gene that has yet to be identified. 

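The burst-performant frogs B, C, F and H had 12, 18, 25 and 13 counts of this *mef2a* transcript of 4315 bases, or 7.74% of the counts of a Trinity gene with 15 transcripts. The gene as a whole was at 21.4 ± 7.27 CPM (SD, n = 4) in burst-performant and 22.6 ± 5.54 CPM in endurant individuals (exact permutation test, p = 0.771). The substitution in the MADS-box was not analysed here.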

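The inhibitor of cyclin-dependent kinase, *xicl* in Table S1, was joined to a transcript of 433 bases (TR73943|c0_g2_i1), the only one of its Trinity gene. Endurant frogs A, D, E and G had 1, 11, 31 and 84 counts, so that frog G held 64.0% of the group's summed CPM, and every burst-performant frog was at 0. Over the group this is at least 41.3-fold higher by pooled counts, with an adjusted p of 1.00 in edgeR's quasi-likelihood test and 0.0330 in edgeR's exact test, both with Benjamini-Hochberg adjustment.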

Intriguingly, we found an up-regulation of an inhibitor of cyclin-dependent kinase (CDKI *xic1*) in endurant individuals, while cyclin-dependent kinase (CDK5) has been found to inhibit MEF2 [62].

Several studies have suggested a link between the MEF2 family of transcription factors and calcium-dependent signaling pathways [63, 64]. Calcium signaling is known to be essential for increasing endurance, oxidative capacity, and mitochondrial biogenesis [65, 66]. Likewise, we found an up-regulation in endurant individuals of the calcium/calmodulin-dependent protein kinase (CAMK) 2 A (*camk2a*) along with filamin B (*flnb*), an actin-binding protein (Fig. 4). Interestingly, CAMKs have also been found to activate mitogen-activated protein kinase (MAPK) which mediates early gene expression in response to various cell stimuli. Consistently, *mapk8*, which is up-regulated in endurant individuals, is known to positively regulate the expression of *bnip3*, an apoptosis-inducing protein located in the outer mitochondrial membrane [67]. 

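Transcripts of *eif5b*, *rps4x* and *rps6ka4* were called by the exact test as up-regulated in burst-performant individuals. That of *eif5b* (TR21443|c2_g2_i9) was at 8.29 ± 5.58 CPM (SD, n = 4) in burst-performant individuals, and the endurant group had 3 counts, all in frog G, a ratio of 109 (36.9 to 529.8). The *rps4x* transcript (TR43268|c4_g1_i3) was at 5.21 ± 1.88 CPM and the *rps6ka4* transcript (TR40196|c1_g1_i2) at 1.40 ± 0.553 CPM in burst-performant individuals, and both were at 0 in every endurant frog, at least 60.2-fold and 20.2-fold higher by pooled counts. In this order, their adjusted p was 1.00, 0.759 and 1.00 in edgeR's quasi-likelihood test and 0.00258, 2.47e-08 and 7.66e-04 in edgeR's exact test, all with Benjamini-Hochberg adjustment. The called *rps4x* transcript held 0.511% of the counts of its gene, whose total was 930.1 ± 183 CPM in burst-performant and 704 ± 162 CPM in endurant individuals (exact permutation test, p = 0.114). Gene totals of *eif5b* were 78.7 ± 15.3 and 79.6 ± 20.3 CPM and those of *rps6ka4* 1.87 ± 0.795 and 1.49 ± 1.01 CPM (exact permutation tests, p = 1.00 and p = 0.514).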

On the contrary, *bnip3* is negatively controlled by the translation initiation factor 5B (*eif5b)* [68], the latter having an increased expression in burst-performant individuals, along with the ribosomal protein S4 (*rps4x*) and the ribosomal protein S6 kinase α4 (*rps6ka4*). Noticeably, Clarke and colleagues [69] predicted the translation factor *Eif6* to be a key regulator of energy metabolism, affecting mitochondrial respiration efficiency, reactive oxygen species (ROS) production, and exercise performance. Also, *mapk8* and a transcription factor jun-D-like (*jund*) interact with *ddit3* (Fig. 4) which encodes a member of the C/EBP family of transcription factors implicated in adipogenesis, erythropoiesis or promoting apoptosis, and which has two transcript isoforms up-regulated in endurant individuals and one transcript isoform up-regulated in burst-performant individuals.

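The exact test called 3 *ddit3* transcripts of 1 Trinity gene, all of them up-regulated in endurant individuals and at 0 in every burst-performant frog. In endurant individuals TR63133|c6_g1_i6 was at 4.44 ± 1.54 CPM (SD, n = 4), TR63133|c6_g1_i8 at 4.30 ± 2.65 CPM and TR63133|c6_g1_i5 at 1.45 ± 1.03 CPM, at least 59.5-fold, 47.8-fold and 17.2-fold higher by pooled counts. Their adjusted p was 0.764, 1.00 for both in edgeR's quasi-likelihood test and 8.35e-08, 4.59e-05 and 0.0320 in edgeR's exact test, all with Benjamini-Hochberg adjustment. The total over the 8 transcripts of the gene was 14.8 ± 4.09 CPM in endurant and 4.92 ± 2.87 CPM in burst-performant individuals and did not overlap between the groups (exact permutation test, p = 0.0286), with a log2 fold change of 1.55 and an adjusted p of 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all Trinity genes.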

We found a notable relationship between the calcium signaling pathway and stress-induced genes that are up-regulated in either endurant or burst-performant individuals. This is consistent with previous reports of a link between endoplasmic reticulum (ER) stress, unfolded protein response, and the contractile activity of muscle [70, 71] and suggests a need to further recycle damaged proteins and organelles that are used during muscle activity [72]. For instance, one of those actively used proteins during contraction and relaxation of the muscle is the calcium cycling protein parvalbumin that reduces the free calcium concentration in the sarcoendoplasmic reticulum and cytoplasm [73, 74]. In our study, *ocm4.1,* which codes for a protein that belongs to the paravalbumin family, is significantly up-regulated in burst performant frogs compared to endurant individuals. Similarly, the paravalbumin gene (*pvalb*) was found to be highly expressed in beltfish (*Trichiurus lepturus*), a fish species with high swimming activity [75] and particularly associated with fast contracting muscle fibers [76].

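The *ocm4.1* transcript (TR21009|c5_g1_i2) was counted in all 8 frogs, at 87.3 ± 80.2 CPM (SD, n = 4) in burst-performant and 4.67 ± 1.62 CPM in endurant individuals. Single burst-performant frogs ranged widely, from 11.3 CPM in frog F to 185 CPM in frog B. The log2 fold change for endurant against burst-performant was -4.21 (standard error 0.86) and stayed between -4.57 and -3.54 with each frog left out, with an adjusted p of 1.00 in edgeR's quasi-likelihood test and 0.00619 in edgeR's exact test, both with Benjamini-Hochberg adjustment. This transcript held 0.958% of the counts of its Trinity gene. The gene total was 11275 ± 4964 CPM in burst-performant and 5395 ± 675 CPM in endurant individuals, with frog F at 5284 CPM inside the endurant range (exact permutation test, p = 0.0857).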

#### Rho-GTPases, ARP2/3 and WAVE complexes, and actin cytoskeleton

Many studies interested in physical performance in general and performance trade-offs in particular, have focused on the physiological aspects of muscle and particularly on fiber type differences [12, 77]. 

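Among the 48 transcripts that the exact test called as up-regulated in burst-performant individuals, *LOC108701289* (TR30742|c3_g2_i1, 407 bases) ranked 3 by fitted fold change, after *tmod4* and *baz1b*. It had 189, 143 and 161 counts in burst-performant frogs B, C and F, and 0 in frog H and in every endurant frog. Its mean was 11.3 ± 8.56 CPM (SD, n = 4) in burst-performant individuals, at least 168-fold higher by pooled counts, with an exact permutation p = 0.143. The adjusted p was 1.00 in edgeR's quasi-likelihood test and 0.00691 in edgeR's exact test, both with Benjamini-Hochberg adjustment. No other transcript belongs to its Trinity gene.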

Whereas one major factor contributing to the differences in contractile properties between fiber types is the presence of different myosin heavy chain (MHC) isoforms [78, 79], we found the third most up-regulated transcripts in burst-performant individuals (*LOC108701289)* to be an ortholog of *Xenopus tropicalis speg* gene, which encodes a protein with similarity to members of the myosin light chain kinase family. In addition, we primarily found genes involved in the polymerization and depolymerization of the actin filament to be differentially expressed between endurant and burst-performant individuals. Indeed, the network of actin and actin binding proteins, along with the microtubules and intermediate filaments, constituting the actin cytoskeleton of skeletal striated muscle, is highly dynamic and allows crucial processes like cell migration and division, signal transduction, organelle transport and coordination of muscle contraction [33]. This dynamic system is made possible through the reversible polymerization of globular actin monomers (G-actin) into filaments (F-actin) [80].

Polymerization and depolymerization of the actin filaments is the culmination of a signaling cascade that begins with extracellular stimulation, adhesion interaction (ECM cell-cell interaction) or mechanical stress, which then acts upon guanine-nucleotide-exchange factors (GEFs) and GTPase-activating proteins (GAPs) to control the activation state of the small GTPases Rho, Rac, and Cdc42. After activation, the GTPases bind to a variety of effectors to stimulate downstream signaling pathways [81]. For instance, the non-receptor protein kinase 2 (*ptk2*, up-regulated in burst-performant individuals) can modulate the RhoA regulation pathway, but also activates MAP kinase signaling cascade and mediates activation of the Rho GTPase rac1. 

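Burst-performant frogs B, C, F and H had 40, 30, 36 and 3 counts of the called *ptk2* transcript. It made up 16.0% of the counts of a Trinity gene with 6 transcripts, whose total was 17.1 ± 5.22 CPM (SD, n = 4) in burst-performant and 13.5 ± 1.53 CPM in endurant individuals (exact permutation test, p = 0.20).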

Rac1 activates the WAVE regulatory complex that drives Arp2/3 complex-mediated actin polymerization [82]. In our study, *arpc4*, an actin-binding component of the Arp2/3 complex is up-regulated in burst-performant individuals, whereas *abi2*, coding a component of the WAVE complex, is up-regulated in endurant individuals. 

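The *arpc4* transcript (TR29064|c2_g1_i1) was at 0 in every endurant frog and had 107, 111 and 29 counts in burst-performant frogs B, F and H, but only 4 in frog C. Over the group it was at least 85.8-fold higher by pooled counts, with an adjusted p of 1.00 in edgeR's quasi-likelihood test and 1.76e-04 in edgeR's exact test, both with Benjamini-Hochberg adjustment. The total of the gene was higher in every burst-performant than in every endurant frog, at 41.7 ± 4.71 CPM (SD, n = 4) against 29.6 ± 5.68 CPM (exact permutation test, p = 0.0286), a log2 fold change of -0.50 for endurant against burst-performant with an adjusted p of 1.00 over all Trinity genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene *abi2* could not be joined by its symbol and was not analysed here.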

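The Trinity gene of *nif3l1* has 2 transcripts, of 1502 and 1513 bases. The first (TR28180|c0_g1_i1) was at 1.77 ± 0.623 CPM (SD, n = 4) in endurant individuals and at 0 in every burst-performant frog, at least 26.0-fold higher by pooled counts. The second (TR28180|c0_g1_i2) was at 2.20 ± 0.260 CPM in burst-performant individuals and at 0 in every endurant frog, at least 28.4-fold higher by pooled counts. Their adjusted p was 1.00 and 0.860 in edgeR's quasi-likelihood test and 3.89e-05 and 5.74e-07 in edgeR's exact test, all with Benjamini-Hochberg adjustment. Both rested on few read pairs, 13, 6, 45 and 16 in frogs A, D, E and G for the first and 24, 16, 34 and 9 in frogs B, C, F and H for the second. The gene total, 1.75 ± 0.568 CPM in endurant and 2.20 ± 0.308 CPM in burst-performant individuals, differed by less than the spread between frogs (exact permutation test, p = 0.20).

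**Figure D3:**
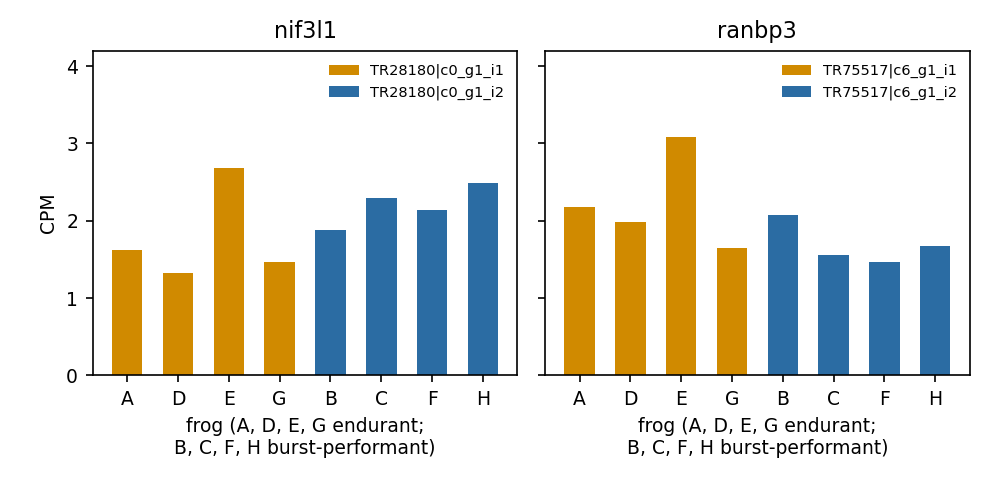
Stacked bars give the CPM of both transcripts of *nif3l1* (left) and of *ranbp3* (right) in each frog, orange for the transcript higher in endurant and blue for the one higher in burst-performant individuals. In both genes each frog had counts of 1 of the 2 transcripts only, and which one it was followed the groups. The height of a bar is the sum of both.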

Interestingly, we found two isoforms of the *nif3l1* gene, one isoform being up-regulated in endurant individuals, the other in burst-performant individuals. This gene may function as a transcriptional corepressor and interacts with *arpc4* and *abi2* in the network involving also *ptk2* and *comp* (Fig. 4). Further examination would be necessary to test the hypothesis that the two isoforms of the *nif3l1* transcript serve as a switch to activate or inhibit proteins of the WAVE and ARP2/3 complex, and thus actin polymerization.

Additionally, we found two up-regulated genes in endurant individuals that are responsible for the actin thin filament length. An F-actin uncapping protein, *lrrc16a,* generates uncapped barbed ends that enhance actin polymerization, as well as a CapZ-interacting protein, *rcsd1,* which induces phosphorylation of CapZIP and regulates the ability of the F-actin-capping protein to remodel actin filament assembly. 

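The *rcsd1* transcript (TR85355|c2_g1_i2) had 5, 37, 61 and 50 counts in endurant frogs A, D, E and G and 0 in every burst-performant frog, at least 49.7-fold higher by pooled counts (adjusted p = 1.00 in edgeR's quasi-likelihood test and 4.45e-04 in edgeR's exact test, Benjamini-Hochberg adjustment). The sum over its 3 transcripts went the other way, with 10.7 ± 3.06 CPM (SD, n = 4) in endurant and 13.9 ± 5.47 CPM in burst-performant individuals, within the spread of the frogs (exact permutation test, p = 0.40). The gene *lrrc16a* could not be joined by its symbol and was not analysed here.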

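A transcript of *tmod4*, the gene of tropomodulin-4 (TR89981|c2_g1_i2, 934 bases), had the largest fitted fold change of all transcripts called as up-regulated in burst-performant individuals. It was at 84.4, 43.8, 17.7 and 24.4 CPM in burst-performant frogs B, C, F and H, a mean of 42.6 ± 30.0 CPM (SD, n = 4), and at 0 in every endurant frog, at least 605-fold higher by pooled counts. Its adjusted p was 0.759 in edgeR's quasi-likelihood test and 6.49e-13 in edgeR's exact test, both with Benjamini-Hochberg adjustment. The transcript held 26.9% of the counts of its Trinity gene in burst-performant individuals. Summed over the 5 transcripts, *tmod4* was at 195 ± 85.8 CPM in burst-performant and 145 ± 25.8 CPM in endurant individuals, and the groups overlapped (exact permutation test, p = 0.40).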

Antagonistically, the tropomodulin-4 gene (*tmod4*) is up-regulated in burst performant individuals and codes for a type of actin-capping protein that blocks the depolymerization of the actin filaments at the pointed end, thus contributing to the formation of short actin protofilaments. 

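Table S1 lists 1 transcript under the symbol *mybpc2*, while Fig. 3B labels the point at its fold change *LOC108697262*, a symbol that Table S1 gives to another transcript up-regulated in burst-performant individuals. The values of both are given, those of *LOC108697262* having been chosen after they were seen. The *mybpc2* transcript (TR20986|c1_g1_i2), of 263 bases, was at 28.8 ± 13.7 CPM (SD, n = 4) in burst-performant individuals, and the endurant group had 2 counts, in frogs A and G, a ratio of 474 (131 to 3921). Its adjusted p of 0.306 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was the smallest of all transcripts, and 1.25e-12 in edgeR's exact test. The total of its Trinity gene was 184 ± 126 CPM in burst-performant individuals, with frog H at 373 and the other burst-performant frogs at 111 to 130.4 CPM, and 179 ± 19.9 CPM in endurant individuals (exact permutation test, p = 0.83). The transcript of *LOC108697262* (TR3354|c4_g2_i4, 1051 bases) was at 637 ± 471 CPM in burst-performant and 102 ± 11.3 CPM in endurant individuals, a log2 fold change of -2.65 (standard error 0.54) for endurant against burst-performant, with an adjusted p of 1.00 in edgeR's quasi-likelihood test and 0.0233 in the exact test, both with Benjamini-Hochberg adjustment. The total of that gene was 851 ± 354 and 620.0 ± 109 CPM (exact permutation test, p = 0.229).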

In one network, this gene interacts with a myosin-binding protein C fast-type (*mybpc2*) for which we find two different up-regulated transcripts in burst-performant individuals (Figs. 3, 4). These two transcripts are globally dissimilar, which suggests the presence of two *mybpc2* homoeologs in the allotetraploid *Xenopus allofraseri*. Homoeologs are homologous genes in the same species that started diverging through speciation but were reunified in the same genome by allopolyploidization [83]. The up-regulation of *mybpc2* transcription in burst performant individuals, along with the over-expression of *tmod4*, may lead to the creation and renewal of a short fast-type actin-like filament, necessary for fast and powerful locomotion. Therefore, it seems that there is further depolymerization and polymerization of the actin filaments in respectively burst-performant and endurant individuals, and this may be linked to the need to rapidly recycle and rearrange or to stabilize the actin cytoskeleton.

## Conclusions

Locomotor performance trade-offs have received considerable attention in the literature over the past three decades [11, 13, 84–87], yet the molecular origins of such trade-offs remain unclear. Because locomotor performance is heritable [14–16], substantial effort has been devoted to uncover its molecular basis. However, contradictory results regarding candidate genes suggest that locomotor performance is a complex polygenic trait and that gene expression regulation could be a non-negligible factor. Accordingly, our study reveals numerous transcription factors (DNA and RNA binding), ribosomal proteins, protein kinase, ubiquitin ligase, methyltransferase, and effectors of the signaling cascade that may help explain the trade-off between burst performance and endurance observed in male *Xenopus allofraseri*. Specifically, endurant individuals show an over-expression of protein-coding genes related directly or indirectly to lipid metabolism, mitochondrial activity, ATP production and muscle oxygen supply. Moreover, endurant individuals appear to have increased actin polymerization, whereas burst-performant individuals have increased actin depolymerization along with an up-regulation of two fast-type myosin-binding protein C transcripts. 

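Over the totals of the 36 Trinity genes of the named transcripts, the smallest adjusted p was 0.651 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all Trinity genes. In 7 of these 36 totals the groups did not overlap, but the genes were chosen through transcripts called in these same frogs, and *gls2*, *nfs1* and *xicl* hold no transcript besides the called one. The genes concerned were *ddit3*, *dgat2*, *gls2*, *nfs1* and *xicl*, with higher totals in endurant individuals, and *arpc4* and *copz1*, with higher totals in burst-performant individuals. The paper concludes that endurant frogs over-express genes with a direct or indirect link to lipid metabolism, mitochondria, production of ATP and oxygen supply to the muscle.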

Finally, burst-performant and endurant individuals show several differentially expressed transcripts coding for proteoglycans and extracellular matrix proteins, or proteins involved in intracellular trafficking, apoptosis and the ER stress response. Interestingly, several differentially expressed protein-coding genes are involved in both the calcium signaling and mitogen-activated pathways. How, and if, this relationship could explain the evolution of performance trade-offs remains unclear and would require further investigation.

Previous studies in humans have shown that differences in fiber type can be affected by a stop codon polymorphism (R577X) at *actn3* [88, 89] and this same mutation can alter muscle function in mice [90]. Yet, there are contradictory results regarding the effects of *actn3* polymorphism to explain performance trade-offs in humans [91]. In our study, none of the transcripts corresponding to *actn3* or any member of the α-actin binding protein gene family were differentially expressed. The great variation observed within or between species for muscle fiber type composition can be attributed to the use of alternative splice forms by structural proteins [92]. Indeed, the regulation of, for instance, alternative splicing plays a major role in the production of functional complexity [93] and interestingly, a previous study detected an association between flight performance in dragonflies and alternative splicing in relation to muscle calcium sensitivity [94]. 

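The exact test also called a pair of *ranbp3* transcripts of 1 Trinity gene in opposite directions. The transcript TR75517|c6_g1_i1 was at 2.22 ± 0.613 CPM (SD, n = 4) in endurant individuals and at 0 in every burst-performant frog, at least 31.2-fold higher by pooled counts, and TR75517|c6_g1_i2 was at 1.70 ± 0.270 CPM in burst-performant individuals and at 0 in every endurant frog, at least 22.9-fold higher by pooled counts. Their adjusted p was 0.899 and 1.00 in edgeR's quasi-likelihood test and 2.82e-06 and 8.01e-06 in edgeR's exact test, all with Benjamini-Hochberg adjustment. The total of the gene was 2.19 ± 0.560 CPM in endurant and 1.69 ± 0.268 CPM in burst-performant individuals (exact permutation test, p = 0.143). Among all Trinity genes, *nif3l1* and *ranbp3* were the only 2 in which 1 transcript had at least 5 counts in every frog of 1 group and under 0.5 in the other, and a sister transcript the reverse.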

In our study, we found key genes (*akap1* for metabolism, *ddit3* for apoptosis, *ranbp3* for nuclear export, *nif3l1* as a transcriptional corepressor) with transcript isoforms expressed in either burst-performant or endurant individuals. Although our results are biologically meaningful, we want to acknowledge that we were not able to validate these observations by quantitative methods such as RT-QPCR. In addition, RNAseq and qPCR results are known to be closely correlated [95] and the confirmation of these results would rather require testing additional samples. Finally, future studies dedicated to clarify the critical role of alternative splicing and its regulatory mechanism in explaining physical performance trade-offs would be insightful.

## Methods

### Model species

Eight *Xenopus allofraseri* males were caught in the wild (December 2009) in a single pond between Manengoteng (N 04.8090, E 09.8011) and Manjo (N 04.8435, E 09.8218) in Cameroon (Fig. 2). Animals were exported to France with authorization from the Cameroonian Ministry of Forestry and Wildlife (MINFOF) and were housed at the National Museum of Natural History in Paris, France. Frogs were placed in aquaria (60 × 30 × 30 cm) at 24ºC and fed every week with beef heart, earthworms or mosquito larvae ad libitum. All individuals were pit tagged (Nonatec, Rodange, Luxembourg) for permanent identification.

### Physical performance

Performance traits were measured for the eight males at a fixed temperature of 24ºC. Maximal exertion capacity was measured by chasing each individual down a three-meter long circular terrestrial track until exhaustion, as indicated by the lack of a righting response. The floor of the track was covered with moistened cork to improve traction and prevent dehydration. For each individual, we recorded both the total distance covered and time spent moving until exhaustion. Burst performance capacity was quantified by measuring maximal instantaneous swimming speed and acceleration (see additional information about materials and measurement protocol in [8]). From the four physical performance traits, we performed a Principal Component Analysis (PCA) followed by an agglomerative hierarchical clustering using respectively the ade4 and FactoMineR packages of the R software.

### Illumina transcriptome sequencing and de novo assembly

The individuals used for performance measurements were euthanized with a lethal injection of sodium pentobarbital (dosage of 150 mg/kg), a chemical compound acting quickly on the central nervous system, rendering the animal unconscious with little distress (a method validated by the European Commission (https://op.europa.eu/s/olzw). The knee extensor muscles of the right leg were extracted for subsequent RNA sequencing. Tissues were extracted, transferred to labeled tubes containing RNA-later and conserved at − 80ºC until further processing. The protocol for RNA extraction using Trizol, RNA quantification and quality checking can be found in Dhorne-Pollet et al. [96]. PolyA-RNA was isolated and sequencing libraries prepared using ScriptSeq (Illumina). Pooled libraries were 100 paired-end sequenced using an Illumina HiSeq 2500 located at the University of Exeter Sequencing Service facility.

Paired-end sequence reads were pooled together to generate a de novo transcriptome assembly. The raw sequence reads were trimmed and Illumina adapters emoved using Trimmomatic [97] with the following parameters: leading:5 trailing:5 slidingwindow:4:15 minlen:36. Transcriptome assembly was then performed de novo with the program Trinity [98]. We assessed the completeness of our transcriptome assembly by searching for a tetrapod set of 3950 orthologs using BUSCO version 4.0.2 [99]. To obtain assembly quality statistics, paired-end reads were aligned back to the assembly with Bowtie2 [100]. A high-quality transcriptome assembly is expected to have strong representation of the reads input to the assembler and specifically for a trinity transcriptome assembly at least 80% of reads should mapped back to the assembly and exist as proper pairs. 

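The difference between the length and the effective length that Kallisto wrote for long transcripts corresponds to a mean fragment length of 165 to 197 bases per frog. The deposited TPM values sum to 1000000 in each frog, so that they carry no depth, and estimated counts were used for the tests instead. At an equal depth of 4448539 counts per frog, between 85479 (frog H) and 114267 (frog F) transcripts had a count.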

Transcript-level abundance was estimated using Kallisto [101], in addition to a normalized measure of transcript expression (TPM).

### Phylogenetic analysis

To evaluate the phylogenetic position of the eight *Xenopus* males, we implemented a phylogenetic analysis with previously published mitogenomes of most known *Xenopus* species downloaded from GenBank [102] (Table S2). We retrieved reads mapping to the mitochondrial genome and performed a reference-based assembly of the complete mitochondrial genome for each sample using Geneious (www.geneious.com) and the *Xenopus allofraseri* mtDNA sequence [98]. We used MAFFT v.7 to compute a multiple alignment of all *Xenopus* mtDNA [103]. From this multiple alignment, we discarded the control region and all positions with too many gaps or misalignments using Gblocks. The phylogeny was then constructed using PhyML v.3.0 [30] including the Shimodaira-Hasegawa (SH) statistic test. For visualization purposes, the phylogenetic tree was designed using Figtree v.1.4.4 [104] (Fig. 2).

### Differential expression analysis

To detect differentially expressed transcripts, we ran edgeR [105], integrated in the R Bioconductor suite [106], using as input the TPM expression values that were cross-sample normalized using the Trimmed Mean of M-values (TMM) method. 

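For the values given here, edgeR's TMM factors were computed on the rounded estimated counts and ran from 0.787 in frog C to 1.25 in frog F. Replacing them by DESeq2's size factors left the count of called transcripts in the quasi-likelihood test at 0 of those tested (2050 at an unadjusted p under 0.05, and 110 called by the exact test with the same size factors). The exact test on deposited TPM entered as counts, the input that the methods name, covered 160477 transcripts.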

We chose edgeR rather than DESeq2 as it can detect differentially expressed transcripts between our two conditions even for transcripts that are expressed at low levels, and in cases where there is high variability between the biological replicates, as we observed during data exploration. Differentially expressed transcripts were defined by a log_2_ fold change (log_2_FC) of 2 between burst-performant and endurant groups, and a false discovery rate (FDR) of 0.05. Expression data analysis using Volcano and heatmap plots relied on transcripts identified using the Trinity analysis framework.

### Transcript annotation

We compared the significantly differentially expressed transcript sequences to the combined proteomes of *Xenopus laevis* and *Xenopus tropicalis* extracted from the Uniprot database using BLAST. We manually annotated the transcript sequences lacking detectable protein homologies by comparing them to the nucleotide (nr/nt) database using BLASTN with an *e*-value threshold of 1e^− 5^. Differentially expressed transcripts were analyzed using STRING [107]. The STRING database allows the construction of protein-protein interaction networks, ranging from direct protein-protein interactions to indirect interactions (such as co-expression and text mining). The human database was selected for the network analysis as it contained substantially more information than the one for *Xenopus tropicalis* (the STRING database does not include data for *Xenopus laevis*). Gene symbols for each protein were used to find human orthologues and generate STRING networks using default settings. TSV files with interaction data were then exported and processed using Cytoscape [32] for visual inspection.

## Supplementary Information

**Additional file 1: Table S1.** Up- and down-regulated differentially expressed transcripts (*n* = 103 that match 90 unique protein-coding genes) in the endurant group compared to the burst-performant group based on edgeR method.

**Additional file 2: Table S2.** Species name with their corresponding accession numbers of mitochondrial sequences downloaded from GenBank and used in the phylogenetic analysis.

## Data Availability

The annotation of the 109 differentially expressed transcripts and the STRING TSV interaction file are available on Zenodo (10.5281/zenodo.4028544). Processed and raw data files generated by this transcriptomic analysis have been deposited in NCBI’s Gene Expression Omnibus [108] and are accessible through GEO Series accession number GSE157915 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157915). The geographic ranges of *Xenopus* species are publicly available at the IUCN red list website (https://www.iucnredlist.org/). Species name with their corresponding accession numbers of mitochondrial sequences downloaded from GenBank and used in the phylogenetic analysis are indicated in Table S2.

## Abbreviations

FDR: False-discovery rate
logFC: Log2 fold-change
mybpc2: Myosin-binding protein C fast-type
PCA: Principal component analysis
FAK: Focal adhesion kinase
FRNK: FAK-related non-kinase
ECM: Extracellular matrix
ROS: Reactive oxygen species
ER: Endoplasmic reticulum
MHC: Myosin heavy chain
GEFs: Guanine-nucleotide-exchange factors
GAPs: GTPase-activating proteins
ATP: Adenosin-triphosphate
RT-qPCR: Reverse transcription quantitative PCR
RNAseq: RNA sequencing
MINFOF: Cameroonian ministry of forestry and wildlife
TPM: Transcripts per million
SH: Shimodaira-hasegawa
TMM: Trimmed mean of M-values

# Supplementary material for: Transcriptomic analysis of the trade-off between endurance and burst-performance in the frog Xenopus allofraseri
**Source:** BMC Genomics. 2021 Mar 23;22:204. doi: 10.1186/s12864-021-07517-1
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Up- and down-regulated differentially expressed transcripts (n = 103 that match 90 unique protein-coding genes) in the endurant group compared to the burst-performant group based on edgeR method.

**Table S1: Up- and down-regulated differentially expressed transcripts (n=103 that match 90 unique protein-coding genes) in the endurant group compared to the burst-performant group based on edgeR method.**

**Legend:**

Log2FC: Log2 Fold-Change

FDR: False Discovery Rate

# Supplementary material for: Transcriptomic analysis of the trade-off between endurance and burst-performance in the frog Xenopus allofraseri
**Source:** BMC Genomics. 2021 Mar 23;22:204. doi: 10.1186/s12864-021-07517-1
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Species name with their corresponding accession numbers of mitochondrial sequences downloaded from GenBank and used in the phylogenetic analysis.

**Table S2: Species name with their corresponding accession numbers of mitochondrial sequences downloaded from GenBank and used in the phylogenetic analysis.**

| Species name | GenBank accession number/Positions in alignment |
| --- | --- |
| *Xenopus tropicalis* | NC_006839/13-15207 |
| *Xenopus calcaratus* | NC_044865.1/13-15207 |
| *Xenopus mellotropicalis* | NC_044866.1/13-15207 |
| *Xenopus epitropicalis* | NC_044867.1/13-15205 |
| *Xenopus clivii* | NC_044886.1/13-15204 |
| *Xenopus muelleri* | NC_044887.1/13-15185 |
| *Xenopus borealis* | NC_018776/13-15195 |
| *Xenopus fischbergi* | NC_044888.1/13-15161 |
| *Xenopus largeni* | NC_044868.1/13-15204 |
| *Xenopus vestitus* | NC_044881.1/13-15204 |
| *Xenopus lendwensis* | NC_044880.1/13-15203 |
| *Xenopus laevis* | HM991335/13-15200 |
| *Xenopus poweri* | NC_044870.1/13-15203 |
| *Xenopus petersii* | NC_044869.1/13-15203 |
| *Xenopus victorianus* | NC_018775/13-15202 |
| *Xenopus gilli* | NC_044871.1/13-15203 |
| *Xenopus parafraseri* | NC_044872.1/13-15203 |
| *Xenopus itombwensis* | NC_044879.1/13-15203 |
| *Xenopus wittei* | NC_044875.1/13-15203 |
| *Xenopus andrei* | NC_044878.1/13-15203 |
| *Xenopus boumbaensis* | NC_044877.1/13-15203 |
| *Xenopus amieti* | NC_044876.1/13-15203 |
| *Xenopus longipes* | NC_044885.1/13-15204 |
| *Xenopus eysoole* | NC_044884.1/13-15203 |
| *Xenopus ruwenzoriensis* | NC_044882.1/13-15202 |
| *Xenopus kobeli* | NC_044883.1/13-15202 |
| *Xenopus pygmaeus* | NC_044873.1/13-15203 |
| *Xenopus allofraseri* | NC_044874.1/13-15203 |

How the deposited data were processed for this re-analysis (not part of the article)

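The data are from 8 adult *Xenopus allofraseri* males, of which 4 were classed as endurant (frogs A, D, E and G) and 4 as burst-performant (frogs B, C, F and H) by their locomotor performance. Each frog gave 1 library from its knee extensor muscles. The grouping follows the category that the authors gave each frog, and each frog has a letter of its own.

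The authors trimmed the paired-end reads, assembled all of them de novo with Trinity, and estimated the abundance of every assembled transcript in each frog with Kallisto. Versions and settings of these programs beyond those in the article are not given in the sources used here. The deposited estimated counts are numbers of read pairs per transcript that were not corrected for length or depth and need not be whole, because read pairs matching several transcripts were shared among them. The deposited TPM values were made by Kallisto from the estimated counts and the effective lengths and sum to 1000000 per frog, so that they hold no depth. The deposited tables also give the length and effective length of each transcript in bases. The assembled sequences and a genome of the species were not used here, so that no coordinates are given.

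From these tables, estimated counts were rounded to whole numbers and compared between the groups with edgeR 4.0.16 in R 4.3.3 (TMM factors, estimateDisp, glmQLFit and glmQLFTest) on the transcripts with a CPM above 1 in at least 2 frogs. A transcript was called at an FDR of at most 0.05 with Benjamini-Hochberg adjustment and an absolute log2 fold change of at least 2. Fold changes are endurant minus burst-performant. The same fit was made on counts summed over each Trinity gene. The alternatives were edgeR's exact test on the same counts and on TPM values entered as counts, DESeq2 1.42.0 (Wald test, with adjusted p given as NA left out), limma 3.58.1 with trend on log2(TPM + 1) and log2(TPM + 0.1), DESeq2's size factors or library size only in place of TMM, a robust fit, the filterByExpr filter, no filter, a CPM above 1 in 4 frogs, and each frog left out in turn. Their effect is given in the closing section. These choices were made before the data were examined, apart from those named there as added later.

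Exact permutation tests enumerated all 70 assignments of 8 frogs to 4 and 4 for 2-sided tests of single values, and the 35 splits for 1-sided tests of distances and counts, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. With 4 frogs in each group the smallest 2-sided p is 0.0286. Distances between frogs and means of single transcripts used log2(CPM + 1). Transcripts found in 1 group only had at least 5 counts in every frog of it and under 0.5 in every frog of the other group.

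An entry of Table S1 was joined to a transcript only where the exact test gave 1 transcript with the same direction, log2 fold change and FDR at the printed digits. The transcripts named singly are those of genes that the text of the article names with a direction and that could be joined in this way, and the 2 transcripts of lowest adjusted p in each direction. The symbols, fold changes and FDR of Table S1 had been seen when this rule was set. LOC108697262, XELAEV_18015425mg and XELAEV_18012847mg were added after their values were seen. Genes of the text whose symbol Table S1 does not hold, among them *ckap5*, *grasp*, *abi2*, *lrrc16a*, *jund* and *camk2a*, were not analysed here.

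The tests were run on simulated counts drawn from the means and library sizes of the real frogs, with 200 transcripts or Trinity genes changed by a log2 fold change of 4 between the groups. Of the changed transcripts, among 55605 tested, the quasi-likelihood test recovered 26 (13.0%), the exact test 110 (55.0%), DESeq2 127 (63.5%) and limma 42 (21.0%), with 3, 112, 213 and 8 calls among the unchanged ones. Of the changed Trinity genes, among 35654 tested, the same tests recovered 154 (77.0%), 186 (93.0%), 184 (92.0%) and 133 (66.5%). Among the unchanged ones they made 8, 76, 63 and 12 calls. For limma on log2(TPM + 1), the median fitted change of raised transcripts was 1.93. This lies under the threshold of 2, which limits its recovery of transcripts.

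The depth of a frog, as the sum of its estimated counts, ran from 4449192 to 17359253. Where every frog of a group was at 0, folds were taken against a floor of 3 counts over that group, and ratios against 1 to 3 counts have exact 95% counting intervals.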

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

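The comparison of frogs C and D at equal depth and the check of gene totals for transcripts missing in 1 frog were chosen only after the results were seen. In 11 of 123 groups of 4 frogs, 1 frog lay apart from the other 3, with a gap to the nearest frog that took a larger part of the range of the group than the 95% critical value of Dixon's test. Gaps were taken on log2(CPM + 1) for transcripts and gene totals, and on CPM itself those of *rab12*, *mfn1*, *ktn1*, *dgat2* and *eif5b* would lie under the critical value. Chance gives this in 5% of groups, or 6.15 of those examined. Of the 11, 3 were found among 14 groups for properties of the libraries, 5 among 46 for the named transcripts, where chance gives 2.30, and 3 among 63 for gene totals, where it gives 3.15.

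The share of the paper's number of reads that was found as estimated counts stood apart in frog D (33.3%, gap of 0.995 of the range of the endurant frogs) and in frog C (32.0%, gap of 0.952 among the burst-performant frogs), against 81.6% to 84.1% in the other 6 frogs. The fragment length of the shorter of both, 190.5 bases in frog D, lay within the 165 to 197 bases of the other frogs. Shorter fragments among the counted read pairs are thereby argued against. Read pairs that were not counted do not enter this length, so that shorter fragments among them stay open. At an equal depth of 4448539 counts, 91557 transcripts had a count in frog C and 102997 in frog D, against 85479 to 114267 in the other frogs. This is consistent with part of the reads having been left out at random before counting, a test that random loss would pass but that other losses unrelated to single transcripts would pass too. A low share of reads matching the assembly in these frogs would not fit the high overall alignment rate that the paper states for the trimmed reads, for which it gives no value per frog, and was not tested. What the totals of Table 1 count stays open. Each group holds 1 of the 2 frogs, and no biological explanation was tested.

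The mean fragment length of frog G was 165 bases, against 189 to 192 bases in the other endurant frogs, with a gap of 0.90 of the range. Its estimated counts came to 84.1% of the paper's reads and 113169 transcripts had a count at equal depth, both inside the range of the other frogs. Neither a technical nor a biological explanation was tested, and the date or batch of a library is not given in the sources used here.

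Among the named transcripts, *rab12* (TR20608|c2_g1_i3) in frog C (gap of 0.879), *mfn1* in frog A (gap of 0.879) and *ktn1* (TR6296|c4_g1_i13) in frog E (gap of 0.855) were at 0 in 1 frog of the group in which they were otherwise high, and *gca*, *esrra*, *fsd2* and *LOC108701289* had the same pattern with wider spread. Of these 7 transcripts, 5 belong to Trinity genes with other transcripts. In 4 of the 5 the gene total in the frog that lacked the transcript lay within the range of the other 7 frogs, in 0 below it, and in 1 above it, that of *ktn1* in frog E with 311 CPM against 137 to 286 CPM. Loss of the whole gene in those frogs is thereby argued against. Read pairs assigned to other transcripts of the same gene, through the sharing by Kallisto, may explain these zeros for the 4, but a frog that truly used another transcript would give the same totals, and both cannot be told apart from abundances alone.

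The *arpc4* transcript was at 0.566 CPM in frog C, against 7.07 to 8.21 CPM in the other burst-performant frogs (gap of 0.925), while the total of its gene was highest in frog C, at 46.5 CPM. The *dgat2* transcript stood at 0.220 CPM in frog D, which is 1 count, against 1.94 to 2.48 CPM in the other endurant frogs (gap of 0.839). Loss of the whole *arpc4* gene in frog C is thereby argued against. No further explanation was tested for these 2 transcripts.

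Of the gene totals, that of *mybpc2* stood apart in frog H, at 373 CPM against 111 to 130.4 CPM in the other burst-performant frogs (gap of 0.867), that of *rps4x* in frog E, at 946 CPM against 611 to 644 CPM in the other endurant frogs (gap of 0.879), and that of *eif5b* in frog C, at 56.1 CPM against 82.9 to 89.3 CPM (gap of 0.841). As 3.15 such totals arise by chance among 63, no explanation was tested for them. Without frog H the *mybpc2* totals of all burst-performant frogs lie below those of all endurant frogs, the reverse of the direction of the called transcript.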

How the results depend on the processing

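Alternatives to the exact test, the sums over Trinity components, the distance without the 109 transcripts and the leaving out of frogs for transcripts found in 1 group only were chosen after seeing the data. No paired analysis was possible because each frog has its own letter and no frog of one group is matched to a frog of the other.

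The count of 0 differentially expressed transcripts in edgeR's quasi-likelihood test, with 2038 at an unadjusted p under 0.05, stayed at 0 with DESeq2's size factors, with library size only, in the robust fit, with filterByExpr, with a CPM above 1 in 4 frogs, at the FDR alone, and with each of the 8 frogs left out. It became 13 without a filter, 109 with edgeR's exact test, 4 with the exact test on TPM, 153 with DESeq2's Wald test, and 5 with limma at either pseudocount. Of the 103 entries of Table S1, these settings called 13, 103, 4 (of 91 tested), 102, 5 and 5, where the 103 are fixed by the joining through the exact test. The exact test split its calls 61 to 48 and DESeq2 84 to 69 between endurant and burst-performant individuals. This balance was reversed in the exact test with estimateTagwiseDisp (110 to 116) and without frog E (80 to 100) or G (72 to 83). Why the tests differ was not tested on the frogs themselves. In simulated data with a log2 fold change of 4, the quasi-likelihood test recovered fewer of the changed transcripts. The exact test and DESeq2 made more calls there among the unchanged ones. Larger changes with 1 group at 0, as in most called transcripts, were not simulated. Library size only moved the median log2 fold change of all transcripts from 0.01 to 0.15.

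For Trinity genes the quasi-likelihood count of 0, with 1579 at an unadjusted p under 0.05, became 45 with the exact test, 33 with DESeq2 and 730 without a filter, where 159077 genes were tested, and stayed at 0 with size factors and filterByExpr. With frogs left out it ranged from 0 to 1, the 1 without frog C. Sums over Trinity components gave 0 in the quasi-likelihood test (1380 at an unadjusted p under 0.05) and 38 in the exact test. Of the gene totals of Table S1 entries, 0 were called by the quasi-likelihood test, 13 by the exact test, 11 by DESeq2 and 12 without a filter. The cause of these differences was not tested.

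The 109 calls of the exact test became 110 with DESeq2's size factors (109 shared) and 113 with library size only (103 shared, split 70 to 43), 226 with dispersions from estimateTagwiseDisp (89 shared), 73 without a filter (67 shared), and 48 with filterByExpr and 48 with a CPM above 1 in 4 frogs, which shared 42 of the 42 and 43 of the 43 that they tested. With each frog left out they ranged from 145 to 184, of which 67 to 81 were among the 109. The count rose by more than 1.5 times without frog B (173), C (184), E (180), F (175) or H (167). The cause was not tested.

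The difference of 0.703 between the distances between and within groups was reversed with 1 minus the Spearman correlation (-2.31e-04), with a pseudocount of 0.1 CPM (-0.373), over Trinity genes (-0.174) and without the 109 transcripts of the exact test (-0.293). With frogs left out it ranged from -1.84 without frog D to 2.71 without frog B, and was also reversed without frog A (-0.885) and frog H (-0.958). Leaving out the transcripts called by the quasi-likelihood test was void, since none was called. The 40 transcripts found in 1 group only became 561 at 1 count or more, 15 at 10 counts or more, 7 over Trinity genes and 16 at equal depth. They ranged from 91 to 116 with a frog left out (A 94, B 109, C 105, D 116, E 93, F 109, G 91 and H 112), since fewer frogs then have to show the pattern. The balance of 25 in endurant to 15 in burst-performant individuals was reversed without frog E (42 to 51), G (41 to 50) or H (50 to 62). The difference in library totals, -0.193 in units of 1000000 read pairs, ranged from -2.70 without frog E to 1.52 without frog D, and was also reversed without frogs A (0.585), B (0.998) and F (0.786). The E90N50 of 1472 bases became 1193 with the highest TPM in any frog and 3264 with summed estimated counts.

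The 43 named transcripts kept their sign in every test, filter and scaling and with each frog left out, which says nothing of stability, since the groups of 36 of them did not overlap and their sign could hardly change. Past the threshold were 43 of 43 in the exact test, as the joining fixes, and in DESeq2, 4 of 40 tested in the exact test on TPM, 4 of 43 in limma at either pseudocount and 11 of 43 without a filter. Only 24 of them entered the test with filterByExpr, and 25 with a CPM above 1 in 4 frogs. The total of the Trinity gene had the opposite sign for 9 of them, with log2 fold changes of 0.18 (*baz1b*), 0.0755 (*mef2a*), 0.47 (XELAEV_18015425mg), 0.39 (*ranbp3*, TR75517|c6_g1_i2), 0.0172 (*eif5b*), -0.38 (*rcsd1*), -0.29 (*nif3l1*, TR28180|c0_g1_i1), -0.29 (*arfgap1*) and -0.26 (*spib*). For *nif3l1*, *ranbp3* and XELAEV_18015425mg an opposite sign in the pair was fixed, since transcripts of their genes were called in both directions. Depth limits the calls at the low end, since 3 counts over a group are the floor of each fold. Several named transcripts have under 10 counts in single frogs.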

Differences from the paper's values

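The paper's number of differentially expressed transcripts is 109, and the quasi-likelihood test called 0. Among the alternatives set before the data were examined, edgeR's exact test on the rounded counts called 109 and DESeq2's Wald test 153, while the exact test on TPM called 4, limma 5 at either pseudocount, the quasi-likelihood test without a filter 13, and the other settings 0. Of the paper's 103 entries of Table S1, the quasi-likelihood test called 0. The exact test called 103, which is fixed because entries were joined through its values, and DESeq2 102, while the exact test on TPM called 4 of the 91 that it tested, limma 5 at either pseudocount, and the setting without a filter 13. The other settings called 0, but only 41 of the entries were tested with filterByExpr, 42 with a CPM above 1 in 4 frogs, and 96 to 102 with a frog left out. The article's methods name TPM values as the input of edgeR and do not name its function. That a joined entry passed the exact test was fixed, but that all 103 entries could be joined was not. Each matched the log2 fold change and FDR of exactly 1 transcript in the exact test on rounded counts, at the printed digits. This argues against TPM as the input behind Table S1, with which the exact test called 4. Among alternatives to the exact test, which were chosen after seeing the values, size factors (110) and library size only (113) also lay near the paper's 109, and they dropped 0 and 6 of its 103 entries.

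In units of 1000000 read pairs, the paper's total of reads is 121, and the estimated counts summed to 79.5. With the paired-end reads of Table 1, set before the data were examined, the sum was 121.6. For the burst-performant group the paper's number is 6.6, which fits the other totals in units of 10000000 read pairs, and the estimated counts gave 4.02 in that unit. With the reads of Table 1 it was 6.62. The paper's 28509462 reads of frog C stand against 9120121 estimated counts, and the paper's 14145979 reads of frog D against 4715751. No alternative was run for single frogs.

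For *ddit3* the text of the article gives transcripts in both directions, while all 3 that could be joined were higher in endurant individuals, at 4.44 ± 1.54, 4.30 ± 2.65 and 1.45 ± 1.03 CPM (SD, n = 4) against 0. For *mybpc2* the text speaks of a pair of transcripts up-regulated in burst-performant individuals. Table S1 has 1 entry of that symbol, and Fig. 3B labels the point at its fold change *LOC108697262*. The text also names *akap1*, a symbol that Table S1 does not hold and that Fig. 3B gives to the point of XELAEV_18015425mg. The number of unique protein-coding genes in the text is lower than the 97 symbols of the joined entries and the 96 Trinity genes that hold them.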

Other observations

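The counts over other splits for the exact test and the quasi-likelihood test, the comparison with sister transcripts, the comparison of depth and the expected counts in frog H were tests chosen only after the results were seen. The other tests given here were set before their results.

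The frogs were split into 4 and 4 in all 35 ways and the tests repeated. The exact test called as many transcripts as for the real groups in 23 of the 35 splits, the real one included, with a median of 120 and a range of 89 to 169. The same held for DESeq2 in 11 (110 to 229), for limma in 13 (0 to 11), for the quasi-likelihood test without a filter in 23 (2 to 31), for Trinity genes in 18 with the exact test (22 to 101) and in 22 without a filter (612 to 960), and for the transcripts found in 1 group only in 23 (28 to 89). For none of these counts can chance be excluded as the reason for its size. The quasi-likelihood counts of 0 transcripts and 0 Trinity genes are not tested by the splits (0 to 1 and 0 to 4), since no split can have fewer. This says nothing about any single transcript, and with 4 frogs in each group a difference of few transcripts may lie within these counts.

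A difference in depth between the groups as the reason for the 109 calls of the exact test is argued against, since the library totals did not differ (exact permutation test, p = 0.943). Their sister transcripts were compared as a hypothesis that read pairs move between transcripts of 1 Trinity gene. In 69 of 97 called transcripts with sisters, the sisters together were lower in the group in which the called transcript was higher. This is 71.1%, with an exact 95% binomial interval of 61.0 to 79.9. The interval treats the transcripts as independent and may be too narrow. Some of them share a Trinity gene, and all come from the same frogs. In *nif3l1* and *ranbp3* each called transcript is the only sister of the other, so that their outcome was fixed. In 35 of the 97 the gene total went in the opposite direction, and in 86 it moved by less than 1 log2 unit. This is consistent with such movement for part of the calls. A change of splicing, alleles or homoeologs that were assembled as separate transcripts, and the sharing of read pairs by Kallisto would each give it, and the abundances do not part them. The 12 called transcripts that are alone in their gene cannot come from this movement within a Trinity gene, but reads moving to a transcript of another Trinity gene stay open for them.

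Pairs of transcripts of 1 Trinity gene in which each frog has the one or the other were found in 2 Trinity genes for the real groups, *nif3l1* and *ranbp3*, and 4 of 35 splits had at least as many, so that chance is not excluded. Over all 127 ways to part the 8 frogs, there were 179 such pairs in 177 Trinity genes, spread over 75 ways. Of the pairs, 69 parted 1 frog from 7, 54 parted 2 from 6, 34 parted 3 from 5 and 22 parted 4 from 4, and the way with most pairs had 12. A candidate explanation is that frogs differ one by one in the form of a gene they express or carry, which would give pairs for many ways of parting the frogs, as found for the 75. Whether these forms are alleles, homoeologs or splice variants needs the assembled sequences and was not tested. A difference of splicing between endurant and burst-performant individuals stays among the open explanations for both genes.

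*LOC108701289* and *fsd2*, each the only transcript of its Trinity gene, were at 0 in frog H. From the other 3 burst-performant frogs, 53.8 and 20.2 counts would be expected at the depth of frog H, so that its low depth is argued against. Contigs that hold a form of the gene absent from frog H, or no expression in it, stay open. Neither was tested.

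Without a filter the quasi-likelihood test called 730 Trinity genes, of which 433 pass the filter. They had a median of 79 counts over all frogs, 280 were at 0 in every frog of 1 group, and the highest frog held a median of 72.1% of the counts. By distance over all transcripts, 3 of the 8 frogs had a frog of their own group as the nearest. Of the 109 transcripts of the exact test, 19 had over 50% of the summed CPM of their higher group in 1 frog.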
